# *Ezh2* does not mediate retinal ganglion cell homeostasis or their susceptibility to injury

**DOI:** 10.1371/journal.pone.0191853

**Published:** 2018-02-06

**Authors:** Lin Cheng, Lucy J. Wong, Naihong Yan, Richard C. Han, Honghua Yu, Chenying Guo, Khulan Batsuuri, Aniket Zinzuwadia, Ryan Guan, Kin-Sang Cho, Dong Feng Chen

## Abstract

Epigenetic predisposition is thought to critically contribute to adult-onset disorders, such as retinal neurodegeneration. The histone methyltransferase, enhancer of zeste homolog 2 (*Ezh2*), is transiently expressed in the perinatal retina, particularly enriched in retinal ganglion cells (RGCs). We previously showed that embryonic deletion of *Ezh2* from retinal progenitors led to progressive photoreceptor degeneration throughout life, demonstrating a role for embryonic predisposition of *Ezh2-*mediated repressive mark in maintaining the survival and function of photoreceptors in the adult. Enrichment of *Ezh2* in RGCs leads to the question if *Ezh2* also mediates gene expression and function in postnatal RGCs, and if its deficiency changes RGC susceptibility to cell death under injury or disease in the adult. To test this, we generated mice carrying targeted deletion of *Ezh2* from RGC progenitors driven by *Math5-Cre* (mKO). mKO mice showed no detectable defect in RGC development, survival, or cell homeostasis as determined by physiological analysis, live imaging, histology, and immunohistochemistry. Moreover, RGCs of *Ezh2* deficient mice revealed similar susceptibility against glaucomatous and acute optic nerve trauma-induced neurodegeneration compared to littermate floxed or wild-type control mice. In agreement with the above findings, analysis of RNA sequencing of RGCs purified from *Ezh2* deficient mice revealed few gene changes that were related to RGC development, survival and function. These results, together with our previous report, support a cell lineage-specific mechanism of *Ezh2-*mediated gene repression, especially those critically involved in cellular function and homeostasis.

## Introduction

Epigenetic predisposition in the embryo is reported to regulate postnatal cell homeostasis and gene expression [1]; its disruption contributes critically to the progression of neurodegenerative disorders in adults [2]. Emerging evidence suggests that gene loci linked with retinal diseases, such as age-related macular degeneration and glaucoma, are also mediated by an epigenetic mechanism [3, 4]. Changes in histone modifications have been associated with the incidence and/or progression of optic nerve injury-induced neuron loss [5, 6]. Dysregulation of epigenetic modifications during development led to chronic and progressive photoreceptor death throughout the postnatal life [7, 8]. These observations suggest a role for histone modifiers in stress response and tissue vulnerability.

Accumulating data implicate that histone modification is regulated in a cell type-specific manner [9]. An intensively studied histone modifier is *Ezh2* (Enhancer of Zeste homlog 2), a major histone methyltransferase (HMTase). It catalyzes the tri-methylation of histone H3 at lysine 27 (*H3K27me3*) to establish a repressive chromatin structure [10]. *Ezh2* has been extensively investigated for its roles in stem cell pluripotency, neural development, tumorigenesis, and inflammation [11–13]. It is reported that *Ezh2*-mediated histone methylation also influences tissue homeostasis, including in the retina [8], by silencing developmental genes to allow completion and stabilization of cell maturation [11, 14, 15]. Mice carrying retinal deficiency of *Ezh2* develop either retinal progenitor cell defects or selective degeneration of photoreceptors in the postnatal life [8, 16, 17], suggesting its regulation in both stem cell differentiation and retinal homeostasis. Although the mRNA or protein of *Ezh2* is not detected in the adult mouse retina, its expression is found in the embryonic eye, with a particularly high level in perinatal post-mitotic RGCs [18]. To date, the involvement of *Ezh2* in RGC development or homeostasis remains unreported.

The highly enriched expression of *Ezh2* in perinatal RGCs raises the question if *Ezh2* plays a key role in mediating gene expression and maturation in postnatal RGCs and if its dysregulation in the embryonic stage contributes to RGC degeneration under the disease or injury in the adult. Adult-onset RGC degenerative diseases, such as glaucoma, are a leading cause of blindness worldwide [19, 20]. Although elevated intraocular pressure (IOP) is recognized as a major risk factor, progressive RGC degeneration occurs only in some, but not all people with elevated IOP, and even in many patients who have a normal IOP. Thus, the mechanisms underlying glaucomatous neuron loss remain unknown. We thus asked if dysregulation of epigenetic markers, such as those mediated by *Ezh2*, contribute to this process. To test this, we generated mice carrying *Ezh2* inactivation driven by *Math5*-*Cre* [21]. *Math5* is a basic helix-loop-helix (bHLH) proneural gene that is essential for RGC development [22, 23]. *Math5* activates a comprehensive transcription network for RGC differentiation [21]. While absence of *Math5* induces selective loss of RGCs in the mouse retina [24], only ~11% of *Math5*-expressing cells adapt an RGC fate [25], and the rest of the *Math5*+ retinal progenitors differentiate into other retinal cell types and contribute to a small proportion (<10%) of non-RGC lineages, such as photoreceptors and amacrine cells [21, 26, 27]. It is reported that ~55% of adult RGCs in *Math5*-Cre transgenic reporter mice were positive for Cre expression and that *Math5-Cre* drives targeted gene deletion in approximately half of the RGC population [27]. Mice carrying targeted deletion of *Ezh2* driven by *Math5*-*Cre* were employed for elucidating the effects of *Ezh2* on RGC development, survival and gene expression.

## Materials and methods

### Generation of mice with conditional knockout of *Ezh2* in RGCs

All animals were housed in the animal facility with 12 h light/dark cycle, and all animal procedures were approved by the Institutional Animal Care and Use Committee at the Schepens Eye Research Institute and were performed according to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. Adult mice were sacrificed using CO_2_ exposure followed by cervical dislocation. Adult wild-type (WT) C57BL/6J mice were purchased from Jackson laboratory (Cat. No. 000664; Bar Harbor, ME.). *Ezh2*^*flox/flox*^ mice were acquired (RRID:MMRRC_015499-UNC from NIH/MMRRC) as previously reported [8]. In this mouse line, the *loxp* sites are flanking exons 16 to 19 which encode the essential SET domain of Ezh2 protein. The *Cre* recombinase knock-in mice driven by *Math5* promoter (*Math5-Cre*) were a gift from Dr. Lin Gan (Center for Aging and Developmental Biology, University of Rochester) [21, 24, 28, 29]. *Math5-Cre* mice were crossed with *Ezh2*^*flox/flox*^ mice to generate homozygous *Ezh2* knockout from Math5-expressing cells (*Math5-Cre;Ezh2*^*flox/flox*^ or mKO). In all experiments, littermate *Ezh2*^*flox/flox*^ mice were used as controls if not stated otherwise. Mouse genotypes were determined by polymerase chain reaction (PCR), using mouse tail DNAs. Briefly, mouse tails were incubated in a PCR buffer (Cat. No. 102-T; Viagen Biotech Inc., Los Angeles, CA.) containing 8 unit/ml proteinase K (Cat No. AM2548; Invitrogen, Grand island, New York) to extract mouse genomic DNA according to the manufacturer’s instruction. One μl of genomic DNA from mouse tails and primers for *Math5-Cre* (F: CCAGCTAAACATGCTTCATCGTC, R: TCTACACCTGCGGTGCTAACCA; 10 μM) were added to the Hotstart PCR Master Mix (Cat. No. DP-008-0250; eEnzyme, Gaithersburg, MD). The PCR was performed at a thermocycler with the following protocol: 95°C for 2 min, 35 cycles at 94°C for 20s, 56°C for 30s, 72°C for 30s, and 72°C for 5 min, which yielded a PCR product of 351 bp. To detect the *Ezh2* floxed gene, one μl of genomic DNA from a mouse tail and primers for *Ezh2* (F: CTGCTCTGAATGGCAACTCC; R: TTATTCATAGAGCCACCTGG) were added to a mixture of solution containing Apex TaqDNA Polymerase (Cat. No. 42–409), Apex buffer, and MgCl_2_ from Genesee Scientific (San Diego, CA), and dNTP (Cat. No. 10297–018; Invitrogen). The PCR was performed at 95°C for 2 min, 35 cycles at 94°C for 30s, 56°C for 30s, 72°C for 60s, and 72°C for 5 min (PCR products: WT: 430bp, floxed: 470bp). All PCR products were differentiated on a 2% agarose gel.

### Western blot

The quantification of Ezh2 protein in RGCs was assessed using protein lysates of purified RGCs as previously described [18]. Briefly, RGCs purified from new born (P0) mouse pups were lysed by sonication in ice-cold RIPA buffer (Cat. No. 20–188; Milipore, Billerica, MA) containing proteinase cocktail inhibitor (Ref: 05892953001; Roche, Indianapolis, IN) and phosphatase inhibitor cocktail (Cat. No. 78420; Thermo Scientific, Waltham, MA). Protein concentration was measured using a NanoDrop 2000 Spectrophotometer (Thermo Scientific). Two μg of protein from each sample were added to a gel electrophoresis and transferred to a nitrocellulose membrane. The blots were incubated with primary antibodies against Ezh2 (1:200; Cat. No. 5246S; Cell Signaling Technology, Danvers, MA) and GAPDH (glyceraldehyde 3-phosphate dehydrogenase (1:1000; Cat. No. 3683S; Cell Signaling Technology) as a loading control in a solution containing 5% non-fat dry milk and 0.05% Tween-20 overnight. The blot was incubated with goat anti-rabbit 680LT antibody (1:600; Cat. No. 827–11081; LICOR Inc, Lincoln, NE). The chemiluminescent signals were recorded by Odyssey Imager (LI-COR^®^ Inc, Lincoln, NE).

### Electroretinography (ERG)

Retinal functions of control and mKO mice were assessed by ERG as previously described [8]. Briefly, mice were dark adapted overnight and anesthetized by intraperitoneal injection (i.p.) of a ketamine-xylazine mixture (1:5; 5 μl/g bodyweight). Pupils were dilated topically by tropicamide (1%; Cat No. NDC 61314-355-01; Falcon Pharmaceuticals, Fort Worth, TX). A recording electrode was placed on the center of the cornea, with two grounding electrodes placed subcutaneously (s.c.) in the mid-frontal area of the head and the back area near the tail, respectively. To assess the functions of rod photoreceptors, mice were subjected to scotopic stimulation that was delivered at the light intensities of 0.0002, 0.02, 2, 200, and 600 cd•s/m^2^ through Xenon light; functions of cones were assessed using photopic stimulations that were delivered at 600 cd•s/m^2^, with a green light intensity of 13 cd•s/m^2^ and blue light of 1 cd•s/m^2^ in sequence. Flicker tests were assessed under a 6,500K white light stimulation at 15 cd•s/m^2^ and a frequency of 3, 10, and 15Hz, respectively. The data were recorded and processed by the ERG system (Espion Electroretinography System; Diagnosys LLC, Lowell, MA).

### Spectral-domain optical coherence tomography

Retinal laminar morphology and thickness of the ganglion cell complex (GCC) were assessed in live mice non-invasively using spectrum domain optical coherence tomography (SD-OCT) as established in our lab [30]. GCC includes the nerve fiber layer, ganglion cell layer (GCL), and inner plexiform layer. Mice were anesthetized by i.p. injection of a ketamine/xylazine mixture, and pupils were dilated using 1% tropicamide. Lubricant gel drops (Novartis Pharmaceuticals Corp, East Hanover, NJ) were applied to maintain the moisture of the cornea. Images were acquired using SD-OCT (InVivoVue Clinic; Bioptigen Inc, Research Triangle Park, NC), and 100 radial volume scans covering 360° of the retina (centered on optic disc, diameter 1.3 mm) were collected. The GCC thickness was assessed automatically with Diver 2.0 software (Bioptigen Inc, Research Triangle Park, NC), measured at four points in each scan (200 and 400 μm from the central of the optic disk at both sides, respectively) and averaged from 100 scans of each retina.

### Immunofluorescence labeling

Eyeballs were dissected and fixed in 4% paraformaldehyde (Cat. No. BM-698; Bostonbioproducts, BioProducts, Ashland, MA) for 2 hours at room temperature followed by immersing into 20% sucrose solution in phosphate buffered saline (PBS) for 2 hours. The eyeballs were embedded in O.C.T. compound (Cat. No. 4583; Sakura Finetek USA, Inc., Torrance, CA) on dry ice. Frozen sections of the retina (10 μm) were incubated with a blocking buffer containing 4% bovine serum albumin and 0.5% Triton X-100 in PBS for 1 hour followed by incubation with a primary antibody against β-III-tubulin (1:500; Cat. No. MAB5564, Millipore), Recoverin (1:500; Cat. No. AB5585, Millipore) or H3K27me3 (1:500; Cat. No. 9733S, Cell Signaling Technology, Danvers, MA) in the blocking buffer for overnight at 4°C. Slides were washed with PBS 3x at 10 min. each before incubation with Cy3/Cy2-conjugated secondary antibody in the blocking buffer [Cy3-AffiniPure Donkey Anti-Mouse (1:500; Cat. No. 715-165-151, Jackson ImmunoResearch) or Cy2-AffiniPure Donkey Anti-Rabbit (1:500; Cat. No. 711-095-152, Jackson ImmunoResearch)] were applied for 1 hour at room temperature. Slides were washed with PBS 3 x at 10 min. each. The slides were mounted in a mounting media containing DAPI (Cat. No. H-1200; Vector Laboratories Inc.) and imaged with a TSC SP5 confocal microscope (Leica Microsystems, Richmond, IL).

### RGC counts in retinal flat-mounts

RGC quantification was carried out as we previously described [31]. The mouse retina was dissected and flat mounted. RGCs were double labeled with anti-β-III-tubulin and DAPI. The specimens were visualized and photographed under a confocal microscope. For RGC counting, retinal flat-mounts were divided into quadrants using the optic nerve head (ONH) as the origin: superior, temporal, nasal and inferior. Within each quadrant, four squares (198 μm × 198 μm) distributed at a 1 mm interval along the radius were selected: one from the peripheral region (2 mm from the ONH), two from the intermediate region (1 mm from the ONH), and one from the central region. A total of 16 square regions of each eye were photographed, and all β-III-tubulin+ cells in the GCL were counted. Average RGC densities of the entire retina were calculated, and the percentage of RGC loss was determined by comparing RGC densities with that obtained from the contralateral control eyes.

### RNA sequencing (RNA-seq) and quantitative real-time PCR (qPCR)

RGCs from new born (P0) WT and mKO mice were purified as previously described [32]. In brief, dissociated retinal cells were incubated with a magnetic bead conjugated anti-Thy-1 antibody, and RGCs were purified following the manufacturer’s instruction. For RNA-seq gene profiling, RNAs were extracted using an RNeasy Plus Mini Kit (Cat. No. 74134; Qiagen, Limburg, Netherlands). Each group of RNA samples contained a triplicate from 3 independent RNA extractions. The quantity and quality of total RNAs were tested using a Nanodrop 2000 spectrophotometer (Cat No. ND-2000; Thermo Scientific, Cambridge, USA), followed by verification on an Agilent 2100 BioAnalyzer. RNA was then reverse-transcribed into cDNA using One-Cycle cDNA synthesis kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s instructions. The RNA-seq study was carried out in the Center for Cancer Computational Biology, Dana-Farber Cancer Institute, Boston, MA. Samples were prepared for sequencing using the NEBNext Ultra RNA Library Prep kit after isolating mRNA using a poly-A bead based selection. Each library was normalized to a concentration of 2 nM to create a multiplex pool for sequencing. The final denatured and diluted pool was loaded onto the NextSeq at a concentration of 2 pM and ran on Single Read (SR50) flowcells with inputs not lower than 100 ng total cDNA/sample. Sequencing was completed on the NextSeq500, using a high-throughput single-end 75 cycle flowcell. All 12 libraries were loaded into one lane for sequencing. Each library returned an average of 40–50 million reads. Alignments were carried out with STAR aligner (version 2.3) [33] against the mm10 genome available at ftp://ftp.ensemble.org/pub/release-75/fasta/mus_musculus/dna/. RNA-seq quality metrics controls were accessed by the Broad Institute’s RNA-SeQC tool [34]. Read quantification was carried out with featureCounts [35]. Read normalization and Differential expression testing were performed with DESeq package in R [36], and sequence data quality was assessed based on FastQC package. Network analysis of differentially regulated genes was performed using GO (Gene Ontology enrichment analysis and visualization tool; https://david.ncifcrf.gov/) [37].

For qPCR, total RNAs from purified RGCs were converted to cDNA using SuperScript Reserve Transcriptase (Cat. No. 18080–400; Life Technology) according to the manufacturer’s instruction. RT-PCR was performed in Roche LightCycler^®^ 480Ⅱ(Roche Biosystems; Indianapolis, IN) using SYBRGreen fast qPCR Master Mix (Cat. No. KK4611; KAPA Biosystems, Wilmington, MA, USA) with specific primers listed in Table 1. Samples were analyzed in duplication, and the relative amounts of mRNAs were calculated by normalizing to GAPDH expression level. The entire RNA-seq data was uploaded on NCBI GEO, with the Accession Number: GSE93674.

**Table 1:** Primer sequences for RT-PCR.

	Forward	Reverse
***GAPDH***	AACTTTGGCATTGTGGAAGG	ACACATTGGGGGTAGGAACA
***Six1***	CTTGTACATAGAAGCCAGGGACAA	AGGGACTACTGTAAAGGATGCC
***Cralbp***	CTGTCCAGGGTGGAGGTCAT	CCCCAGCACCAAGGATCAC
***Tuj1***	CCAAGTTCTGGGAGGTCATC	TGAGAGGAGGCCTCATTGTAG
***Brn3a***	CTCACGCTCTCGCACAAC	AGAGCTCCGGCTTGTTCAT
***Math5***	CAGGACAAGAAGCTGTCCAA	CATAGGGCTCAGGGTCTACCT
***Sox2***	AGAACCCCAAGATGCACAAC	CTCCGGGAAGCGTGTACTTA
***Pax6***	AACAACCTGCCTATGCAACC	ACTTGGACGGGAACTGACAC
***Eya1***	CGTCCACCAATGCCACTTAC	GTGGAAAACAATGATGGTCTCGT
***Eya2***	CTCCCTGAAAGCCCTCAATC	TGTCTTGGTCGCACTGTAGATG
***Ezh2***	TGGTGGATGCAACCCGAAAG	ACTCTTCACCAGTCTGGATAGC
***Rhodopsin***	CATGCCAATATGCCCACCTT	GCACTGTGTTTCTGAACTCTTCAGA
***Recoverin***	GCAGCTTCGATGCCAACAG	TCATGTGCAGAGCAATCAGGTA
***Ezh1***	TGTGAAAAGTTCTGCCAGTGC	CACACTCACGAACTGCCAAG

### Microbeads induced glaucoma mouse model and IOP measurements

Our previous study [31] described a simple and reproducible method to induce high IOP and glaucoma in the rodent eye by injecting polystyrene microbeads into the anterior chamber. Briefly, three-month-old (M) mice were anesthetized by i.p. injection of a ketamine-xylazine mixture and supplemented by topical proparacaine hydrochloride (0.5%; Bausch & Lomb, Tampa, FL). Pupils were dilated with 1% tropicamide solution. Microbeads (Cat. No. F884; Life Technology) were resuspended in sterile saline at a final concentration of 12 × 10^6^ beads/ml. The cornea of the right eye was punctured using a 30G needle. Two μl of 15 μm diameter polystyrene microbeads were injected into the anterior chamber via a glass micropipette which was connected to a Hamilton syringe; 1% chloramphenicol eye ointment was applied onto the cornea immediately following microbead injection. The contralateral eye that received 2 μl PBS injection was served as a control. The IOP was measured by tonometer (TonoLab; Colonial Medical Supply, Espoo, Finland) prior to microbead injection (day 0) and twice a week as previously described [38]. The tonometer takes six measurements and displays an average after elimination of high and low readings. We considered this machine-generated average as one reading; ten readings were obtained from each eye, and the means of ten readings were calculated to determine the IOPs. Mice were euthanized on day 28 post-microbead injection.

### Optic nerve crush injury

The optic nerve of the right eye was exposed and crushed with fine forceps for 5 seconds at 1–2 mm posterior to the optic nerve head [39]. Immediately following the injury, mice were given buprenorphine (50 μl/g body weight (Cat. No. 12496-0757-1; Reckitt Benckiser Pharmaceuticals Inc., Parsippany, NJ) by s.c. injection every 8 to 12 h for 24 h. On day 14 post-injury, mice were sacrificed. The optic nerves were collected and processed for semi-thin sections, and the retinas were processed for immunolabeling. For optic nerve counting, mouse optic nerve samples were fixed with half strength Karnovsky’s fixative (2% paraformaldehyde + 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer, pH 7.4; Electron Microscopy Sciences, Hatfield, Pennsylvania) for a minimum of 24 hours. Optic nerve samples were rinsed with 0.1 M sodium cacodylate buffer and post-fixed in 2% osmium tetroxide in 0.1 M sodium cacodylate buffer. Following *en bloc* staining with 2% uranyl acetate in distilled water, the samples were dehydrated with graded ethyl alcohol solutions through transition with propylene oxide and resin, in which samples were infiltrated in tEPON-812 epoxy resin (Tousimis, Rockville, Maryland) using an automated EMS Lynx 2 EM tissue processor (Electron Microscopy Sciences, Hatfield, Pennsylvania). Processed tissues were oriented in tEPON-812 epoxy resin and polymerized for 48 hours in silicone molds in an oven set for 60°C. Semi-thin cross-sections were cut at 1-micron with a Histo diamond knife (Diatome, Hatfield, Pennsylvania) on a Leica UC-7 ultramicrotome (Leica Microsystems, Buffalo Grove, IL), collected on slides, and dried on a slide warmer. The slides were then stained with 2% aqueous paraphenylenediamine (MP Biomedicals LLC, Solon, Ohio) solution at room temperature, rinsed in tap and deionized water solutions, air-dried, and mounted with a glass coverslip before light microscopic analysis and nerve counting.

### Statistical analysis

All numerical variables in this article were presented as Mean ± Standard Error of Mean (SEM). The two-sided student's *t*-test was used on numerical variables of independent samples; one-way ANOVA analysis was applied for comparisons of data among three or more groups. P-value < 0.05 was considered statistically significant. Volcano plot was created with ggplot2 in R. Statistical analysis in RNA-seq was carried out as stated above. GO analysis was carried out with DAVID (Database for Annotation, Visualization and Integrated Discovery) from http://david.abcc.ncifcrf.gov/.

## Results

### RGCs develop normally in mKO mice

To investigate the roles for *Ezh2* in RGC development and function, we generated Math5-driven *Ezh2* knockout by crossing *Math5-Cre* with *Ezh2*^*flox/flox*^ mice (mKO). Mouse genotypes were determined by PCR with tail DNA (Fig 1A). High levels of *Cre* expression were detected in E16 –P0 RGCs of mKO, but not WT, mouse pups (S1 Fig). Consequently, P0 RGCs of mKO mice revealed largely diminished levels of *Ezh2* compared to WT mouse pups, as demonstrated both by qPCR (S1 Fig) and Western Blot (Fig 1B). Immunolabeling of *H3K27me3* confirmed downregulation of its signal selectively in the GCL of mKO mouse pups as compared to P0 WT control mice (Fig 1C). In agreement with the reports that ~50% RGCs were positive for *Cre* detection in *Math5-cre* mice [27], our result confirmed that some RGCs of mKO mice indeed retained *H3K27me3* signals. Despite the diminished *H3K27me3* deposition in RGCs, mKO mice survived to adulthood without apparent growth or morphological defects in the retina. Immunolabeling of RGC marker β-III-tubulin and photoreceptor marker Recoverin in retinal sections showed comparable patterns in *Ezh2*^*flox/flox*^ littermate controls and mKO mice up to 12 months of age (S2 Fig). RGC densities in *Ezh2*^*flox/flox*^ littermate control and mKO mice were 4,988 ± 254/mm^2^ and 4,997 ± 260/mm^2^, respectively, and no significant difference in RGC counts was noted (Fig 2A–2C). Thus, selective deletion of *Ezh2* driven by *Math5*-*Cre* does not affect RGC survival.

**Fig 1:**
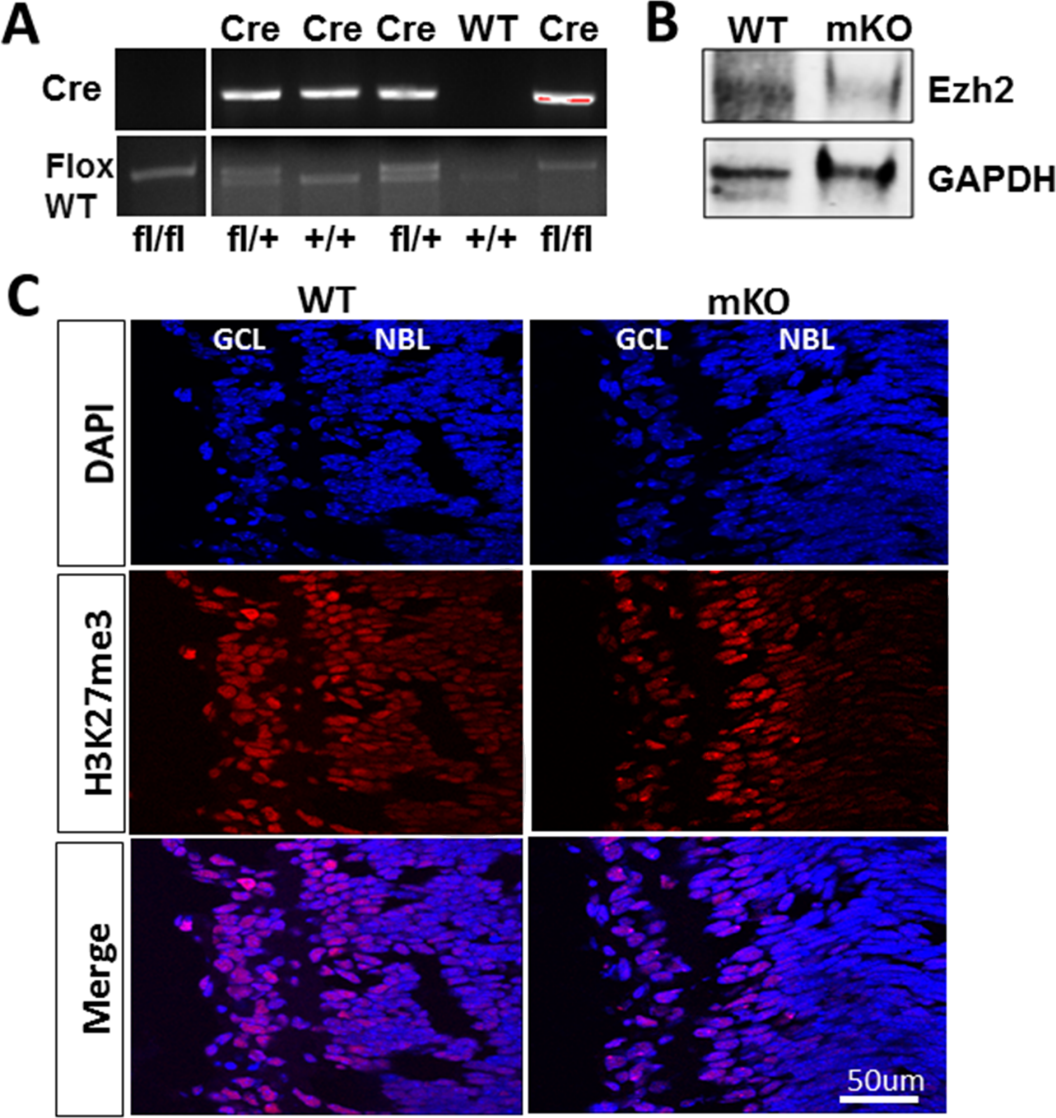
Deletion of *Ezh2* driven by *Math5-Cre* in mKO mice. **(A)** PCR genotyping of *Ezh2* and *Cre* genes. **(B)** Representative result of Western blot of Ezh2 expression in RGCs purified from P0 WT and mKO mice. GAPDH was used as a loading control. A strongly reduced level of Ezh2 was found in mKO RGCs as compared to WT RGCs. (**C)** Epifluorescence images of retinal sections taken from P0 WT and mKO mice that were immunolabeled for H3K27me3 (red) and nuclear marker 4’,6-Diamidino-2-Phenylindole (DAPI; blue). Note the higher level of H3K27me3 signals in the mKO retina compared to WT retina. Scale bar: 50 μm.

**Fig 2:**
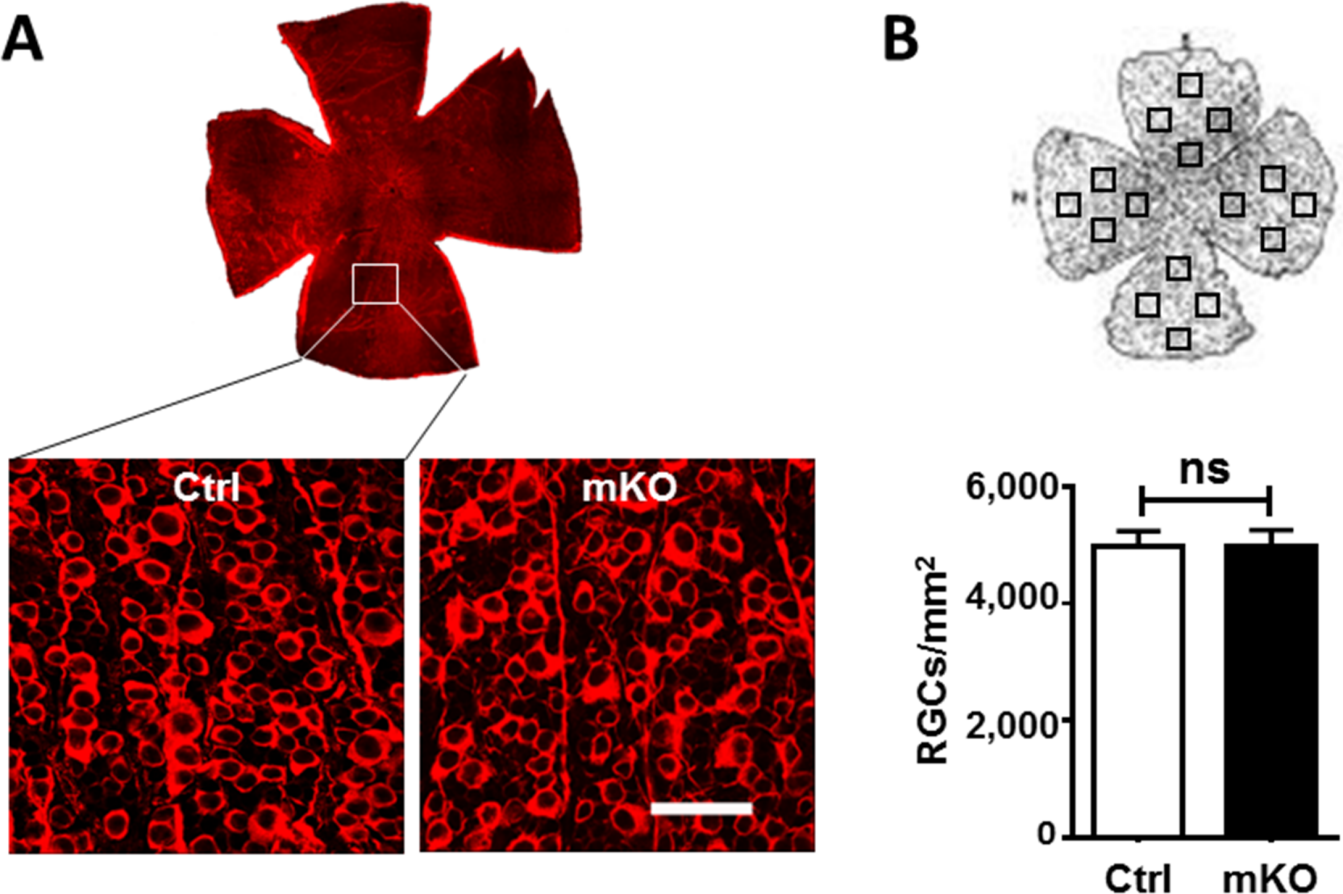
Similar RGC densities in adult mKO and littermate floxed control mice. **(A)** Representative en face (top) and β-III-tubulin-immunolabeled retinal flat-mounts taken from littermate floxed control and mKO mice; scale bar: 50 μm. **(B,C)** Schematic illustration of RGC quantification (B) and RGC densities in adult littmate floxed and mKO mice (C; n = 6/group). No significant difference (NS) was noted between the floxed and mKO mice (*P* = 0.98; two-tailed student *t* test).

### The retinas of mKO mice have normal light-induced ERG responses

We previously reported that mice carrying embryonic deletion of *Ezh2* in *Chx10*-positive retinal progenitors were born with normally structured retina but developed progressive photoreceptor degeneration in postnatal life [8]. To investigate if deletion of *Ezh2* in developing RGCs causes any progressive changes in the postnatal retina, we non-invasively tracked retinal morphology and function in live mice using SD-OCT and ERG from 1 to 9 months. Nevertheless, we detected no apparent malformation of the GCL or retinal laminar structure in mKO mice (Fig 3A). It is suggested that combined thickness of the nerve fiber layer, GCL, and inner plexiform layer, together defined as GCC, has diagnosis capability for RGC and/or axon degeneration [30, 40–44]. Our quantification results showed that the GCC thicknesses of littermate controls at 1 and 9 months-old were 84.2 ± 6.7 and 64.6 ± 1.5 μm, and those of mKO mice at 1 and 9 month old were 69.3 ± 1.9 and 67.3 ± 4.3 μm, respectively; no significant difference between the control and mKO mice, at either 1 or 9 month-old, was noted (Fig 3B). The evaluation of light-induced retinal activities with ERG also did not reveal any apparent abnormalities in the photopic or scotopic responses (Fig 4A and 4B); quantification of scotopic and photopic b wave amplitudes showed no significant differences between control and mKO mice at either 1 month or 8 months-old (Fig 4C–4F). These data suggest that targeted deletion of *Ezh2* from RGCs does not affect the normal function and morphology of RGCs, which supports the notion that *Ezh2* mediates retinal homeostasis in a cell lineage-specific manner.

**Fig 3:**
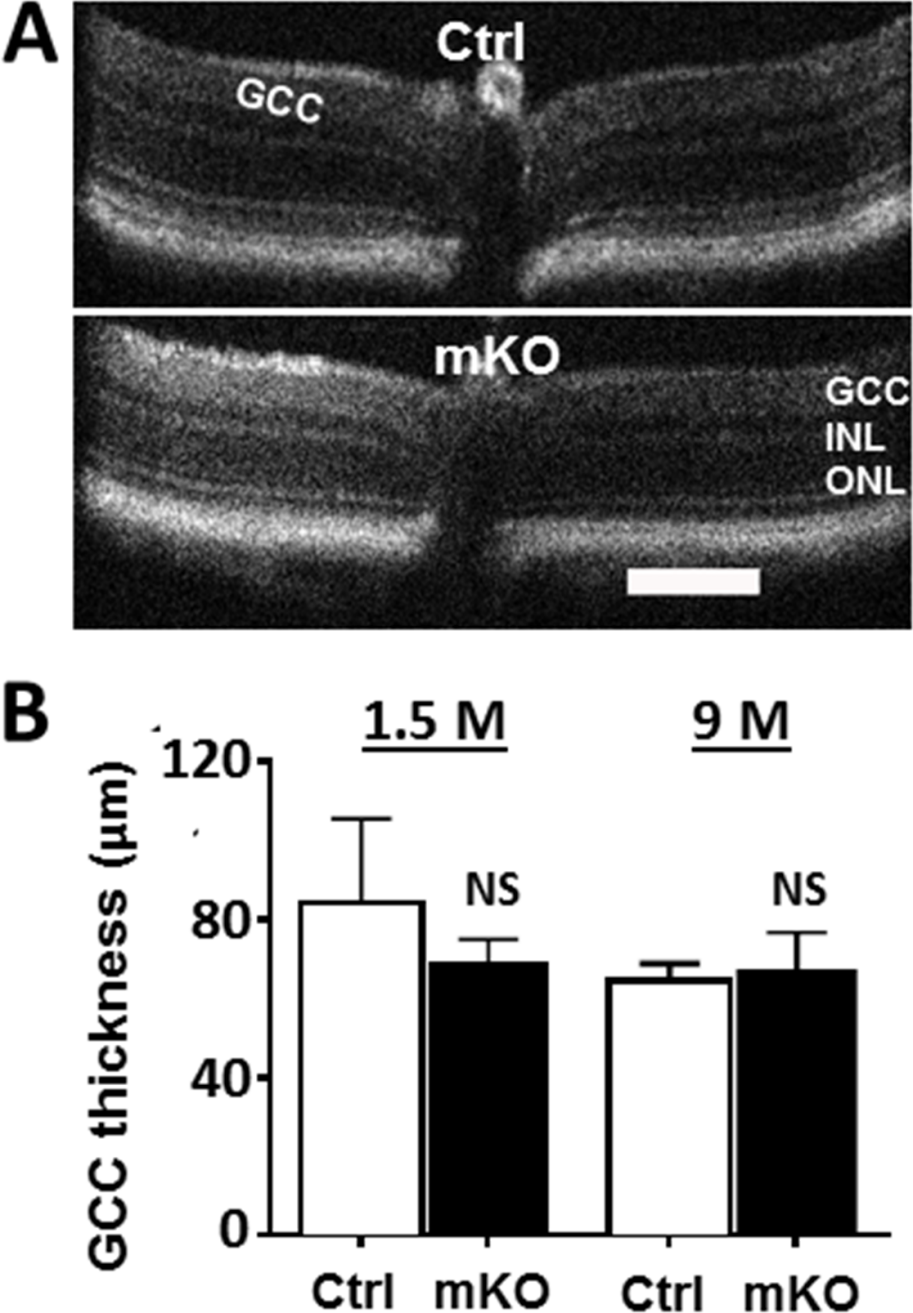
Retinal morphology in mKO and littermate control mice assessed by SD-OCT. **(A**) Representative radial volume scans of the floxed control and mKO mouse retinas with SD-OCT. No apparent defects were noted. Scale bar: 200 μm **(B)** Quantification of GCC thickness. No significant difference (NS) was noted between the floxed and mKO mice at either 1.5 or 9 month old (n = 8/group; *P* > 0.05 by two-tailed student *t* test).

**Fig 4:**
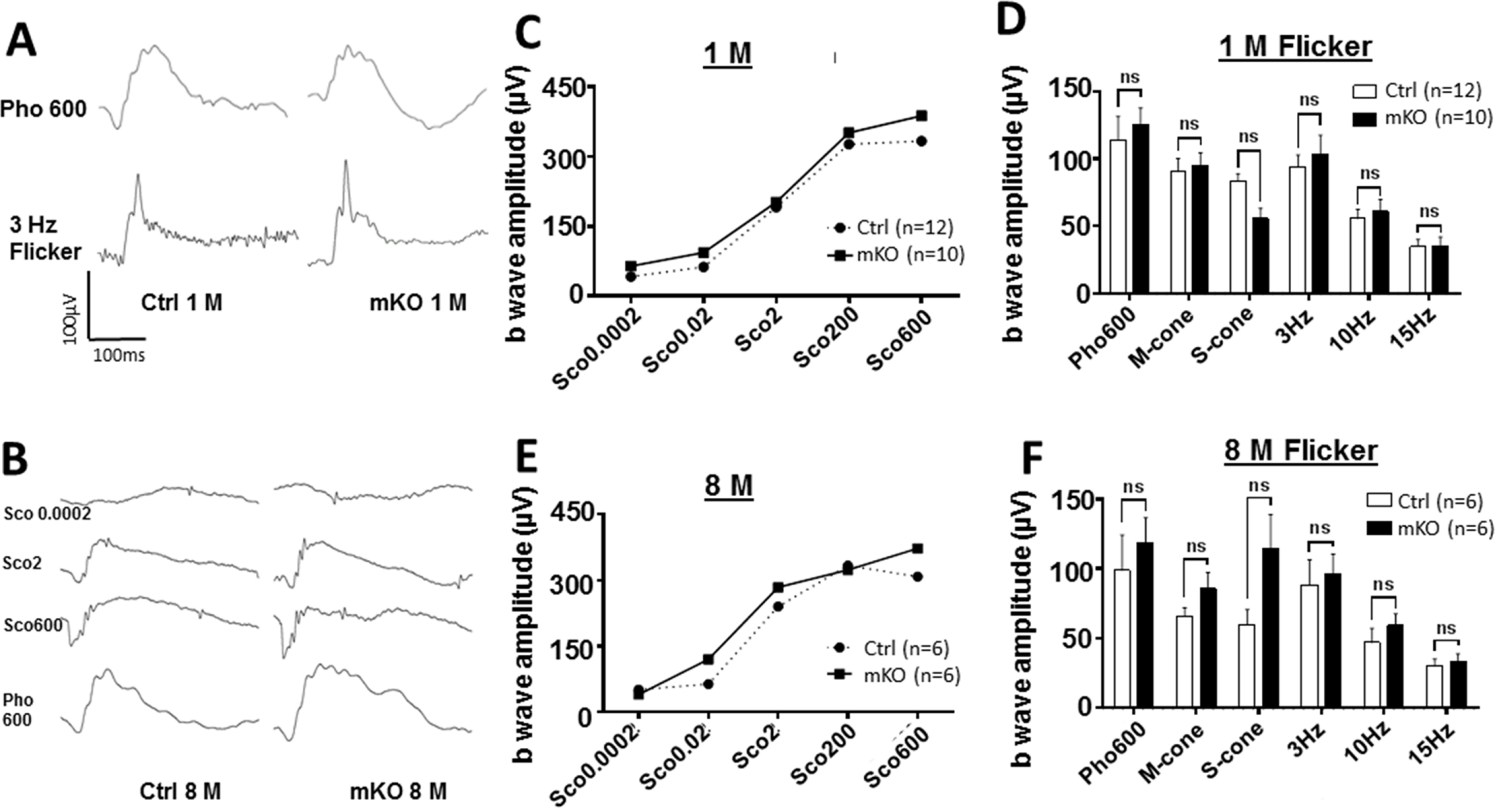
ERG assessment for retinal function. **(A,B)** Representative ERG waveforms in floxed control and mKO mice that were subjected to photopic (A) or scotopic (B) flashes of increasing intensities. **(C-F)** Amplitudes of ERG b-waves assessed at 1 (C, D) and 8 (E, F) month-old mice. NS indicates no significant difference (n = 10/group at 1M, n = 6/group at 8M; *P* > 0.05 by two-tailed student *t* test).

### Targeted deletion of *Ezh2* does not affect RGC susceptibility to elevated IOP- or optic nerve injury-induced damage

Dysregulation of *Ezh2* function in development has been associated with adult-onset neurodegeneration [45, 46]. We therefore asked if its deletion alters RGC vulnerability to optic nerve injury or disease, such as glaucoma, a leading cause of blindness worldwide. Adult floxed littermate control and mKO mice were subjected to microbead injection to induce elevated intraocular pressure (IOP); the contralateral eyes were injected with PBS to serve as control. Before microbead injection, the baseline IOP levels were assessed, which averaged 10–12 mmHg (OD) in both control and mKO mice. A single injection of microbeads induced a similar kinetic of IOP elevation in mKO and control groups, peaking at day 7 post injection (20.3 ± 0.7 mmHg in control, 19.6 ± 1.8 mmHg in mKO) and gradually returning to the baseline by ~28 days post injection (Fig 5A). The IOP of uninjected contralateral eyes of mKO and littermate control mice showed no significant change and remained steady throughout the period (averaged 11.95 ± 0.32 mmHg in control and 11.09 ± 0.26 mmHg in mKO mice). Microbead injection induced comparable (~20%) reduction of RGC densities or survival in both mKO and littermate control mice in 4 weeks (Fig 5B–5D). RGC densities in WT and mKO mice with a normal IOP were 5,220 ± 394 cells/mm^2^ and 5,553 ± 223 cells/mm^2^, and RGC densities of littermate control and mKO mice 4 weeks after IOP elevation were 4,421 ± 266 cells/mm^2^ (or 85.3 ± 3.1% survival) and 4,097 ± 345 cells/mm^2^ (or 78.0 ± 4.8% survival) respectively. No significant difference of RGC loss was noted between littermate control and mKO mice, suggesting that their RGCs are similarly susceptible to elevated IOP-induced neuronal damage. We next introduced optic nerve crush injury, which presents a more severe and acute insult to RGCs than microbead injection [47]. At 14 days post optic nerve crush injury, RGC densities in littermate control and mKO mice before injury were 3,935 ± 360 and 4,248 ± 325 cells/mm^2^, those after optic nerve injury in littermate control and mKO mice were 2,646 ± 503 (or a 70.3 ± 7.4% survival rate) and 3,001 ± 162 cells/mm^2^ (or a 73.0 ± 6.5% survival rate), respectively. The floxed littermate control and mKO mice exhibited similar extent of neurodegeneration as compared to their uninjured contralateral eyes (Fig 6A–6C). No significant difference of RGC degeneration was noted between mKO and control mice. Thus, *Ezh2* deficiency driven by *Math5-*Cre does not alter RGC susceptibility to optic nerve injury.

**Fig 5:**
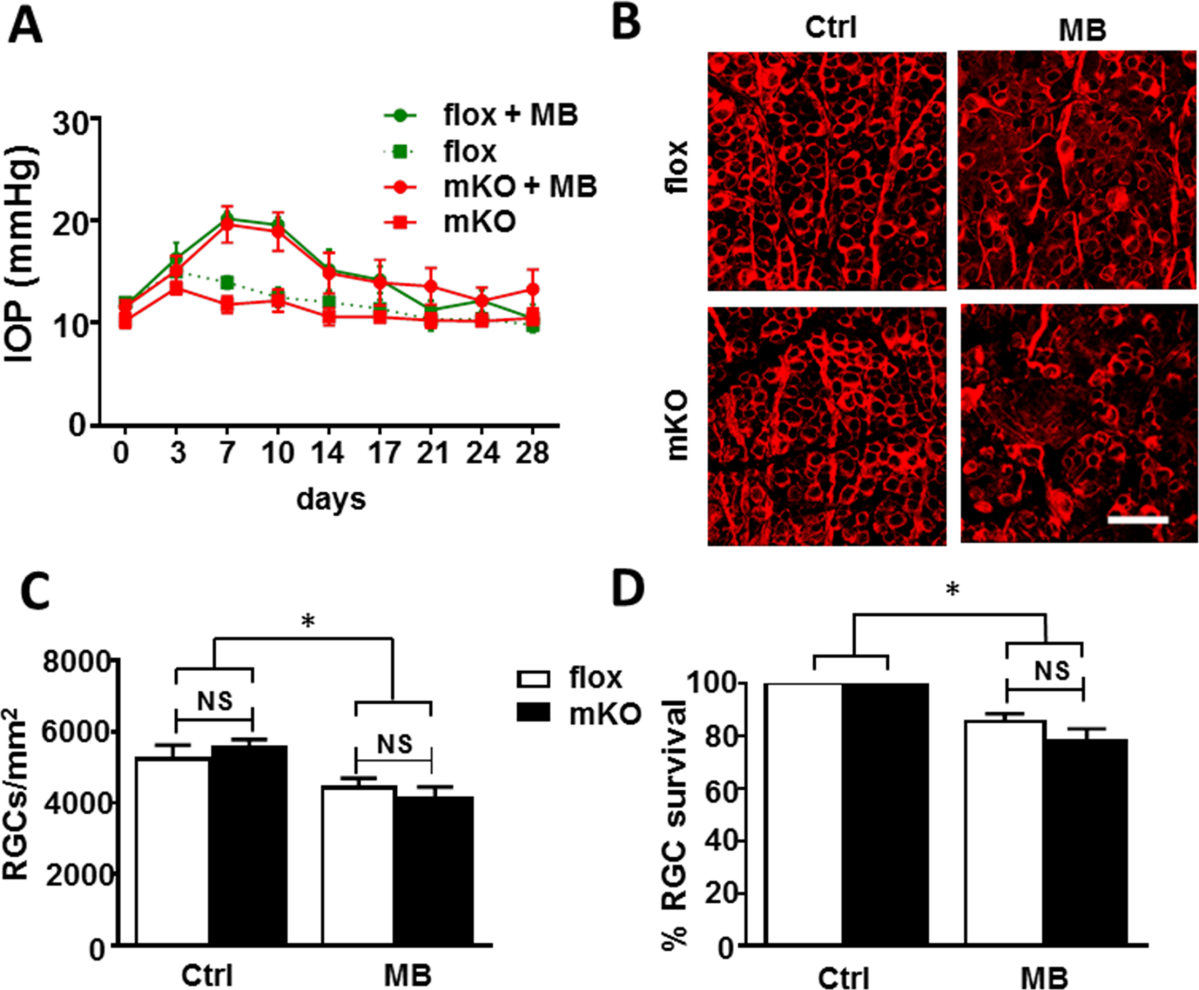
Comparable RGC loss under ocular hypertension in control and mKO mice. **(A)** Assessment of intraocular pressure (IOP) following injection of microbeads into the anterior chamber in littermate floxed control (flox + MB) and mKO mice (mKO + MB); contralateral eyes that were injected with PBS were served as normal IOP controls (flox or mKO). **(B)** Representative images of retinal flat-mounts stained with anti-β-III-tubulin to reveal RGC morphology. Scale bar: 50 μm. **(C, D)** RGC densities (C) and survival rates (D) following induction of ocular hypertension in floxed control (white bar; n = 6) and mKO (black bar; n = 15) mice. While ocular hypertension induced significant RGC loss in both littermate control and mKO retinas (*P < 0.05 by one-way ANOVA), no significant difference (NS) in RGC densities (C) and survival rates (D) were noted between littermate control and mKO mice (*P* = 1.00 and 0.56, respectively by one-way *ANOVA*).

**Fig 6:**
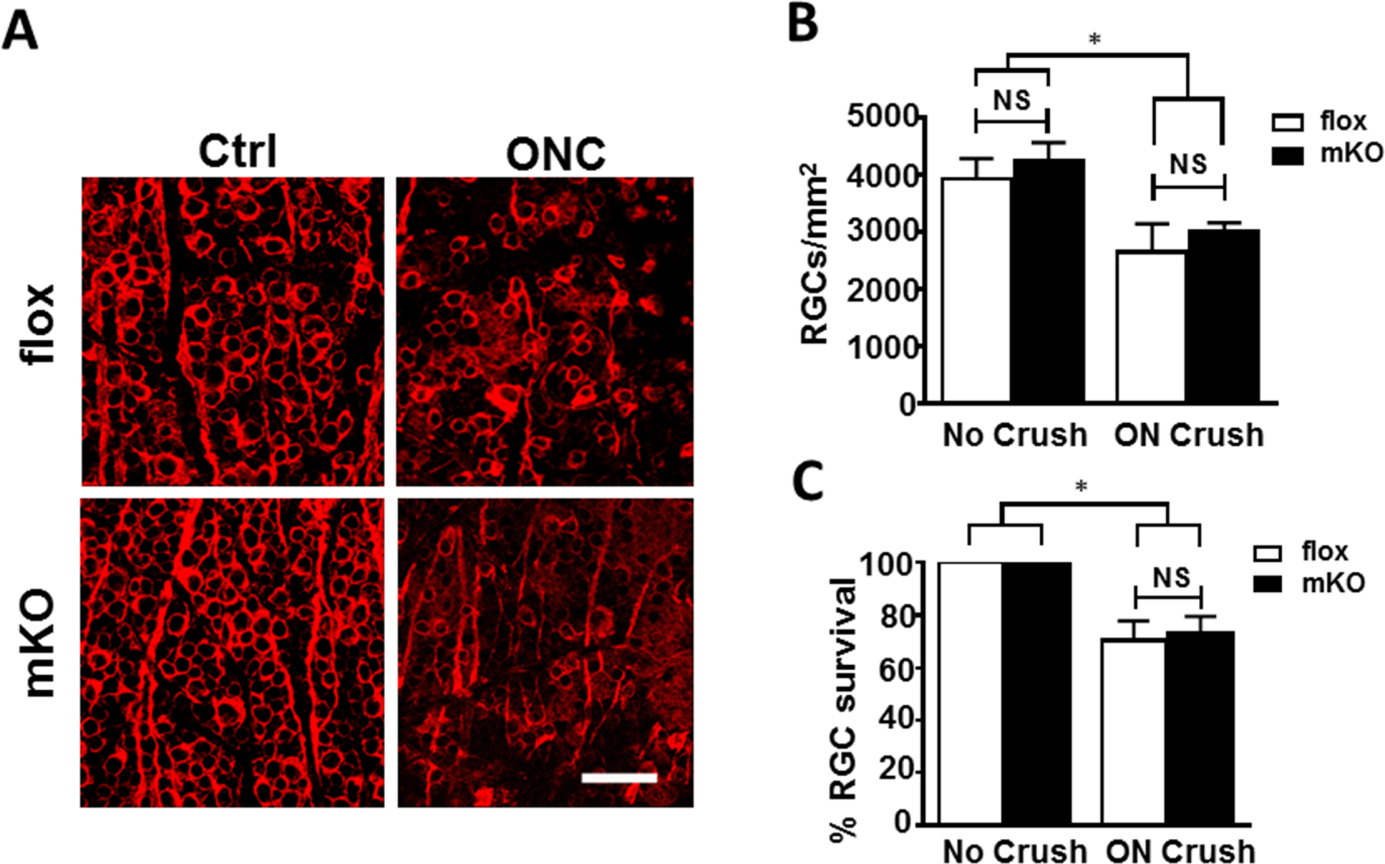
Comparable optic nerve crush injury-induced axon loss in control and mKO mice. **(A)** Representative images of retinal flat-mounts taken from littermate floxed control and mKO mice with (ON crush) or without (Ctrl) optic nerve crush injury that were immunolabeled for β-III-tubulin to reveal RGC morphology. Scale bar: 50 μm. **(B,C)** Quantifications of RGC loss density (B) and survival rate (C) following optic nerve crush injury in WT (white bar; n = 4) and mKO (black bar; n = 7) mice. (*P < 0.05; NS *P >* 0.05 one-way ANOVA).

### Targeted deletion of *Ezh2* caused few RGC-related gene expression changes

To further determine the impact of targeted *Ezh2* deletion on RGCs, we performed RNA-seq gene profiling with RGCs isolated from P0 pups, when is the earliest time point that differentiated RGCs can be efficiently isolated from the mouse retina. 

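RNA-seq libraries were made from RGCs of P0 mKO and WT pups, with 3 libraries per genotype from independent RNA extractions. The mKO mice carried Cre in the Math5 locus together with Ezh2 alleles whose exons 16 to 19, which encode the SET domain, are flanked by loxP sites. Retinas were dissociated, and RGCs were pulled out with magnetic beads that bind Thy-1 (CD90), a surface protein of RGCs. The cells that were separated from the RGCs, called non-RGCs here, were sequenced in the same way with 3 libraries per genotype, so that 12 libraries were made in all. As the paper describes, the libraries were selected for poly-A RNA and sequenced from a single end, and the reads were aligned to mm10 with STAR, counted per gene with featureCounts and normalized and tested with DESeq. The authors' deposited table for RGCs, and a separate one for non-RGCs, list 38720 genes with the mean signal of each genotype (gene counts divided by the size factor of each library, averaged over the triplicate), the ratio of the means, its log2 value, a p-value and an adjusted p-value. The deposited ratio is WT over mKO; fold changes are given here as mKO over WT, with a minus sign where the gene was lower in mKO mice. The tables were normalized separately, so levels were tested only within a table. The closing part compares levels of RGC markers across the tables, without a test. Because a mean of 3 libraries is a sum of 3 whole numbers of reads, each multiplied by what 1 read of that library is worth, the reads of each library could be recovered from the means. Exactly 1 combination of whole numbers gave the mean of every gene with reads, which were 25690 genes in mKO RGCs, 23544 in WT RGCs, 24386 in mKO non-RGCs and 22931 in WT non-RGCs. With the step of the libraries shifted as a control, 0 of the 958 genes tried in mKO RGCs had such a combination. The recovered libraries carry no replicate number and were lettered A, B and C from the deepest to the shallowest of their group. They were used for the spread between libraries and for limma on log2(reads divided by the size factor + 1), over genes with a mean of at least 10 in either group.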

The full list of genes identified with RNA-seq was uploaded in the NCBI data base with an assigned accession number as GSE93674. 

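The recovered reads on genes came to between 12391602 and 13014004 in the mKO RGC libraries, with a median of 12424286, and to between 10600964 and 12328717 in the WT RGC libraries, with a median of 11666199. In non-RGCs they came to between 7139633 and 12828281 in the mKO libraries, with a median of 10288195, and to between 11100177 and 12157900 in the WT libraries, with a median of 11433046. These are the reads counted on genes in the authors' deposited table, and all values here use them; the paper gives 40 to 50 M reads returned per library. Each mKO RGC library had reads on 22732 to 23492 genes, and each WT RGC library on 20695 to 21211 genes. The 10 most abundant genes took at most 0.974% of the reads of any library. A count of 0 reads allows for up to 3 reads, so a gene with 3 reads or fewer in every library of a group is treated as at the floor there, and a fold change against that group is given as a lower bound. This floor covers counting error only, since reads copied by PCR are not independent molecules.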

Among 13,549 genes detected, we identified 997 significantly upregulated and 1,220 downregulated genes at a cut-off of 1.5 fold changes (fc) with a p-value of *P < 0*.*05* in *Ezh2*-deficient RGCs as compared to littermate control RGCs (Fig 7A and S1 Table). 

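Of the 26516 genes with reads in RGCs, 1453 were higher and 971 lower in mKO RGCs at a p-value under 0.05 and a fold change of at least 1.5 in the authors' deposited table, so that 59.9% of the changed genes were higher. With the adjusted p-value under 0.05 in its place, 933 genes were higher and 799 lower in the authors' deposited table. Among the 15164 genes with a mean of at least 10 in both genotypes, 1107 were higher and 928 lower in the authors' deposited table at the former thresholds. Limma on the recovered reads of 16085 genes gave 1614 higher and 1001 lower genes at the same thresholds, and 1272 and 886 at an adjusted p-value under 0.05. Leaving out the p threshold moved the number of genes most, to 11277. The copy of S1 Table used here holds 2215 genes, 996 higher and 1219 lower, against the paper's 997 and 1220, and no set test was run on it. Of these 2215 genes, 469 have a p-value of 0.05 or more, with 0.704 as the largest, and 828 higher and 918 lower genes have a p-value under 0.05. The changes followed the base composition of the genes. Across 12798 genes with a mean of at least 50, the log2 fold change correlated with the GC content of the exons (Spearman's rho -0.71, across genes, which are not independent replicates). With the genes put into 5 equal groups by GC content, the median log2 fold change went from 0.35 in the group with the lowest GC content (31.0% to 43.9%) to -0.46 in the group with the highest (55.7% to 73.7%). Of the genes past a fold change of 1.5 and an adjusted p-value of 0.05 in the authors' deposited table, the group of lowest GC content held 561 higher and 6 lower genes, and that of highest GC content 2 higher and 559 lower genes. Once the trends with GC content and with reads per base of exon were removed from each library, limma gave 409 higher and 432 lower genes at a p-value under 0.05 and a fold change of at least 1.5, and 86 and 175 at an adjusted p-value under 0.05.

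**Figure D1:**
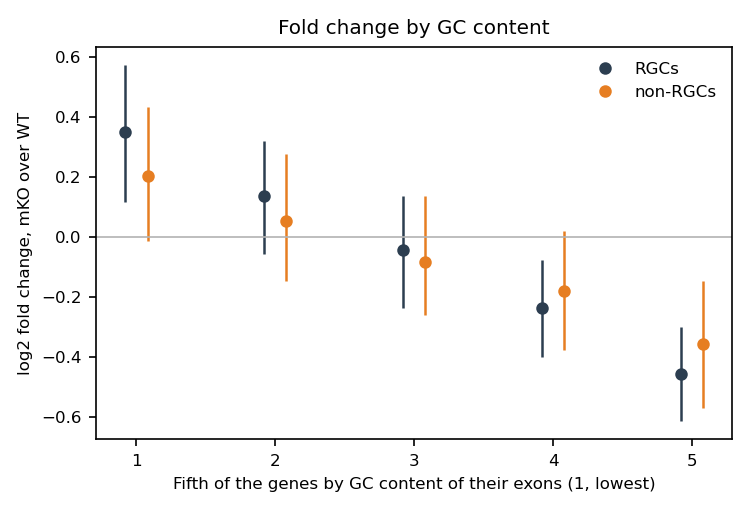
Median log2 fold change of mKO over WT (y axis) of the genes in each of 5 equal groups by GC content of their exons (x axis, 1 is the lowest), for RGCs and for non-RGCs; bars give the interquartile range across genes. The medians go from 0.35 to -0.46 in RGCs and from 0.20 to -0.36 in non-RGCs.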

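Ezh2 (ENSMUSG00000029687), the targeted gene, lies on chromosome 6 of GRCm38 from 47530139 to 47595341. In the recovered RGC libraries it had 1354, 1476 and 1443 normalized reads in mKO mice and 1190, 1206 and 1678 in WT mice, so that the groups overlapped. In the authors' deposited table for RGCs, the authors' mean of Ezh2 was 1424 in mKO and 1358 in WT mice, a fold change of 1.05 (log2 0.07, p = 0.640, adjusted p = 1). Limma gave a log2 fold change of 0.09 (standard error 0.133, adjusted p = 0.637). With each library left out in turn, the log2 fold change stayed between 0.00069 and 0.25; the highest value, without WT library C, had an adjusted p = 0.00419 in limma, against 0.594 to 0.997 without any of the others. With the GC content trend removed it was -0.14 (standard error 0.133), and with the trends of GC content and reads per base removed 0.16 (standard error 0.136). The deposited values count reads over the whole gene, and in the first annotated transcript the loxP-flanked exons 16 to 19 (47531741 to 47533837) hold 344 of 2787 bases, or 12.3%.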

In agreement with that ~50% RGCs of *Math5-Cre* mice were detected positive for Cre [24], the result of RNA-seq revealed ~1 fold change in *Ezh2* level in RGCs of P0 mKO mice compared to WT mice (Fig 7A). With Gene Ontology (GO) analysis [37, 48], differentially expressed genes were shown to generally relate to transcription regulation, membrane organization, and DNA/RNA binding (Fig 7B and 7C). Among them, 33% of 997 detected upregulated genes were mapped to the keyword ‘transcription regulation and nucleus”, 16% were related to DNA or RNA binding and processing. Notably, 32 out of 997 (3%) genes were associated with apoptosis (Fig 7B). Among 1,220 downregulated genes, 34% showed annotation to cell membrane organization, 15% to DNA/RNA processing and 5% to cell differentiation and genesis (Fig 7C). However, none of the genes that made to the 1.5 fold cut-off line were found to associate with GO terms specifically related to RGC development or retinal functions. 

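The Gene Ontology annotation was not used here. In its place, 5 lists of marker genes written before the data were examined were looked up, with 12 genes for RGCs, 10 for photoreceptors, 8 for amacrine cells, 10 for progenitors and 8 for astrocytes and Müller cells. Of these 48 genes, 11 had a p-value under 0.05 and a fold change of at least 1.5 in the authors' deposited table for RGCs, and 9 of them also an adjusted p-value under 0.05. All 11 were lower in mKO RGCs. Among them were the RGC markers Pou4f1, Thy1 and Tubb3, the photoreceptor markers Crx and Nrl, the amacrine markers Slc32a1 and Slc6a9, the progenitor markers Hes5 and Ccnd1, and Pax2 of astrocytes. For Rlbp1 (CRALBP) the authors' deposited table gives a fold change of -1.58 (p = 0.0722) and for Rcvrn (Recoverin) -1.86 (p = 0.0630), and neither passed the p threshold.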

IPA (Ingenuity Pathway Analysis) (QIAGEN Inc., https://www.qiagenbioinformatics.com/) was also applied to analyze the same pool of differentially expressed genes (DEG). In agreement with GO analysis, IPA revealed upregulation in pathways and functions that have not been associated with the retina, but some appeared to associate with tumorogenesis or gastrointestinal diseases. For instance, *Tktl1* (+24 fc) and *Capn11* (+18.5 fc), the most upregulated genes, were found in malignant tumors of ocular adnexa [49] or belonged to the family of calcium-activated neutral proteinases. 

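Tktl1 (ENSMUSG00000031397) lies on chromosome X from 74177259 to 74208500. The authors' deposited table gives it a mean of 25.2 in mKO and 1.04 in WT RGCs, a fold change of 24.3 (p = 0.00489, adjusted p = 0.0395). The mKO libraries held 19, 13 and 50 reads of Tktl1 and the WT libraries 2, 1 and 0. All WT libraries were thus at the floor, against which Tktl1 was at least 7.72-fold higher. This bound uses the mean of the mKO libraries, which rests largely on library C with 50 reads, and would be lower without it. Capn11 (ENSMUSG00000058626; chromosome 17, 45630204 to 45659325) had a mean of 65.3 in mKO and 3.53 in WT RGCs in the authors' deposited table, a fold change of 18.5 (p = 0.00313, adjusted p = 0.0283). Its reads in the mKO libraries were 13, 92 and 106, a spread that is far wider than that of the WT libraries, which held 6, 2 and 2. In limma the log2 fold change was 3.59 (standard error 0.630) for Tktl1 and 3.49 (standard error 0.821) for Capn11; the pseudocount of 1 lowers such values for genes with few reads. Once the trends with GC content and reads per base were removed, limma gave Capn11 an adjusted p = 0.0719, while Tktl1 had an adjusted p = 0.0451.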

*Umod* (-58 fc), *Kap* (-50 fc) and *Aldob (*-9 fc), which were among the most downregulated genes, were reported to mediate renal development. Yet, none of these genes were involved in retinal development, disease, or function.

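Umod (ENSMUSG00000030963) lies on chromosome 7 from 119462711 to 119479282. Its mean in the authors' deposited table was 0.615 in mKO and 35.4 in WT RGCs, a fold change of -57.5 (adjusted p = 9.35e-11). The mKO libraries held 0, 2 and 0 reads of Umod and the WT libraries 28, 35 and 34. With the mKO libraries at the floor, Umod was at least 12.9-fold lower. Kap (ENSMUSG00000032758; chromosome 6, 133849851 to 133853762) had a mean of 0.291 in mKO and 13.2 in WT RGCs in the authors' deposited table, a fold change of -45.5 (adjusted p = 0.00440). It had 1, 0 and 0 reads in the mKO libraries and 5, 19 and 12 in the WT libraries, and was at least 4.84-fold lower.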

**Fig 7:**
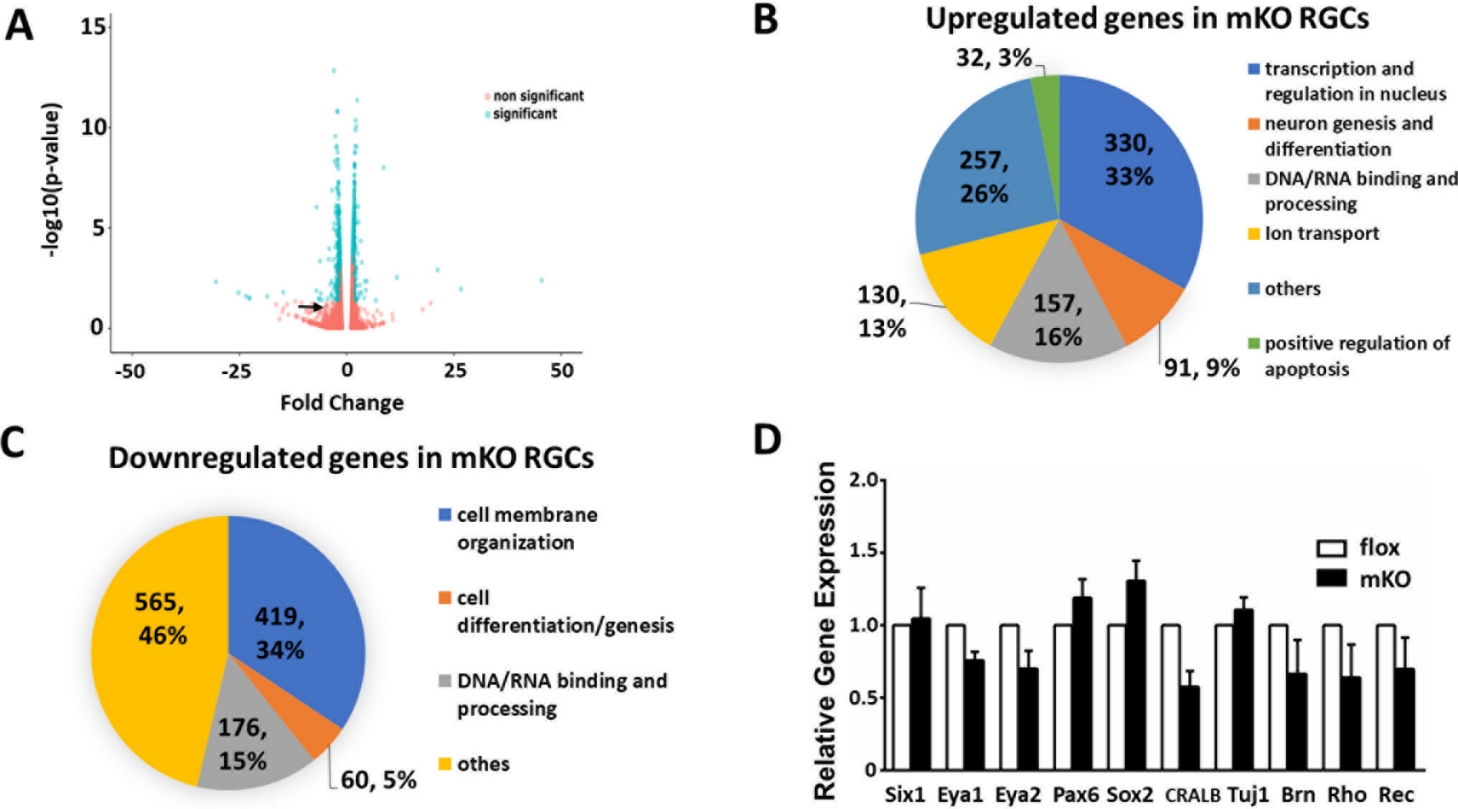
Gene Ontology analysis for differentially expressed genes in WT and mKO mice. **(A)** Volcano plot showing fold changes (fc) of all genes detected from RGCs of mKO mice against control mice. Statistical significance (green dots) was defined as *P* <0.05 with a fold change ≥ +1.5 or ≤ -1.5 when compared to WT; non-significant changes (orange dots) fulfill either one or none of these two criteria. 997 genes were found with fc ≥ +1.5 and 1,220 genes with fc ≤ -1.5. Arrow points to the *Ezh2* site. **(B,C**) Pie charts represent depicted GO terms for upregulated **(B)** and downregulated **(C)** genes with │fc│ ≥ 1.5. No GO term in either up- or downregulated gene group were found to be specifically related to eye development. (**D)** RT-PCR verification of mRNA levels of retinal related genes in RGCs purified from P5 floxed littermate control (white bar; n = 4) and mKO (black bar; n = 7) mouse pups. CRAL: *Cellular retinaldehyde binding protein*; Tuj1: *βIII-tubulin (Tubb3)*; Brn: *Brn3a (Pou4f1)*; Rho: *Rhodopsin*; Rec: *Recoverin* (*P < 0.*05* by one-way *ANOVA*).

Next, we pulled out 21 RGC-lineage specific genes, especially those known to be downstream of *Math5* [50, 51] (Table 2). 

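Table 2 lists 21 genes of the RGC lineage. In the authors' deposited table for RGCs, 18 of the 21 genes were lower and 3 (Nrp1, Eya1 and Mstn) higher in mKO mice. The fold changes in the authors' deposited table ran from -2.36 for Atoh7 to 1.28 for Nrp1. A p-value under 0.05 in the authors' deposited table was found for 12 of them, and 8 had an adjusted p-value under 0.05 over all genes; adjusted over the list alone there were 10, and every one of these was lower. Every mKO library lay below every WT library for 11 genes and above every WT library for 2; chance gives 10% of the genes, but of all 15647 genes with a mean of at least 10 in RGCs, 28.9% lay below and 24.1% above in the same way. A fold change of at least 1.5 with a p-value and an adjusted p-value under 0.05 was reached by 3 genes. Thy1 (ENSMUSG00000032011; chromosome 9, 44043384 to 44048579) had a mean of 1424 in mKO and 2374 in WT RGCs and a fold change of -1.67 (adjusted p = 3.52e-06) in the authors' deposited table. Tubb3 (ENSMUSG00000062380; chromosome 8, 123411424 to 123422015) had a mean of 1977 in mKO and 3175 in WT RGCs and a fold change of -1.61 (adjusted p = 1.54e-05) in the authors' deposited table. Pou4f1 (ENSMUSG00000048349; chromosome 14, 104461676 to 104467999) had a mean of 2704 in mKO and 4193 in WT RGCs and a fold change of -1.55 (adjusted p = 4.95e-05) in the authors' deposited table. Ccnd1 (-1.62, p = 0.00927, adjusted p = 0.0640 in the authors' deposited table) joined them where the p-values were adjusted over the list alone, which gave 4 genes, and also in limma on the recovered reads. Sncg (-1.495) and Six3 (-1.493) stayed just under the fold change of 1.5 in the authors' deposited table. The fall of Atoh7 (p = 0.230 in the authors' deposited table) rested on WT library C, with 293 normalized reads against 81.1 and 84.7 in the other WT libraries and 50.8 to 89.4 in the mKO libraries. The GC content of the exons was 55.8% for Thy1, 57.9% for Tubb3 and 49.8% for Pou4f1. Once the trends with GC content and reads per base were removed, 0 of the 21 genes passed these thresholds in limma; 5 had a p-value under 0.05, and Pou4f1 alone had an adjusted p-value under 0.05.

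**Figure D2:**
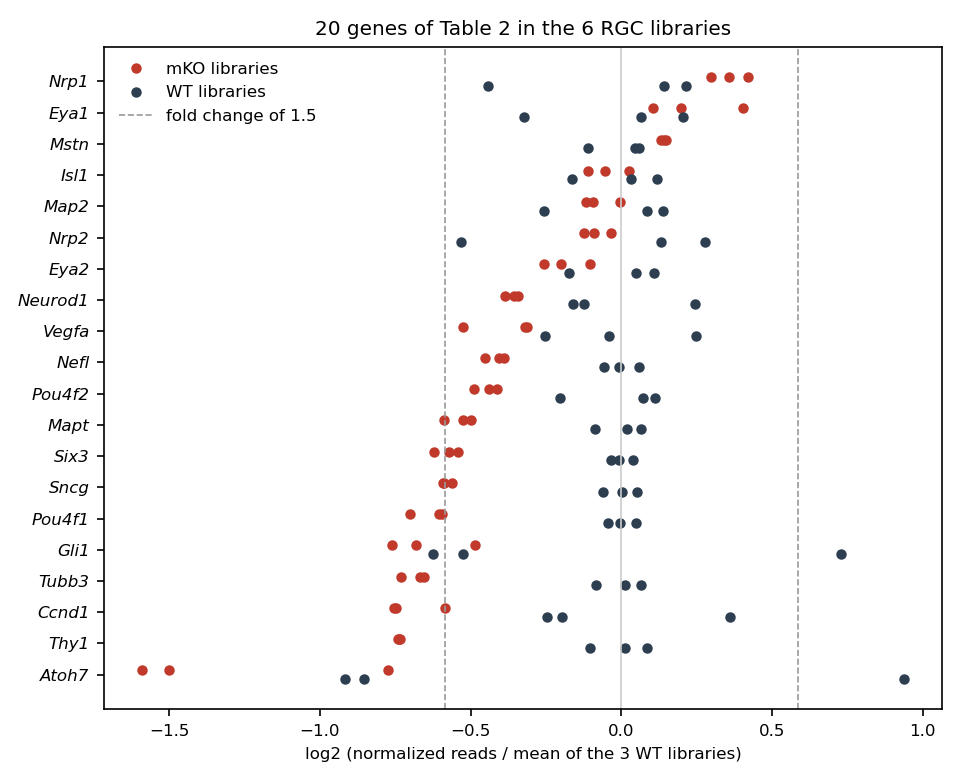
Normalized reads of 20 genes of Table 2 in each of the 3 mKO (red) and 3 WT (dark) RGC libraries, as log2 of the ratio to the mean of the WT libraries (x axis), with genes on the y axis ordered by their fold change; dashed lines mark a fold change of 1.5. For Atoh7, Thy1, Tubb3 and Pou4f1 all mKO libraries lie beyond the lower line, and for Atoh7 the WT libraries A and B do so too.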

By applying a cut-off of gene expression change over 1.5 fold and both q- and p-value over 0.05, 4 RGC-lineage genes barely passed this cut-off line, while the expression of other 17 genes were not significantly different in WT and mKO RGCs. RT-PCR was applied to further verify the RNA-seq results. Using RGCs isolated from P0 mKO and littermate controls, 18 genes, including 6 RGC-lineage genes listed in Table 2 (*Eya1*, *Eya2*, *Pou4f1*, *Sncg*, *Thy1*, and *Tubb3*) and retinal specific genes, such as *CRALBP* (Müller cell marker), *Rhodopsin* and *Recoverin* (photoreceptor cell markers), and retinal progenitor or development related genes, *Pax6* and *Sox2* were selected for further testing. We also tested *Six1*, which was identified as a direct target of *Ezh2* [1, 8], and its coactivators *Eya1* and *Eya2*. RT-PCR revealed no significant differences in the levels of these genes, including the 4 RGC-lineage genes that had passed the cut-off line in RNA-seq analysis, in RGCs of mKO mice compared to littermate controls (Fig 7D and not shown). Collectively, these results indicate no significant differences in the levels of expression of RGC-lineage specific genes between WT and mKO mice, supporting that *Ezh2* mediates suppression of certain fetal genes in a cell-lineage specific manner.

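The median log2 fold change of the 21 genes in Table 2 was -0.42 in RGCs, at the percentile 0.39 of 10000 random lists of as many genes with like mean expression. Against random lists of genes with like GC content and reads per base, the percentile was 1.84. Without WT library C the median was -0.35, at the percentile 2.73 of the lists of like mean expression and 10.7 of those of like GC content and reads per base, and so within the middle 95% of either. A list of 12 RGC markers written before the data were examined (Rbpms, Nefl, Nefm, Pou4f1, Pou4f2, Pou4f3, Isl1, Sncg, Thy1, Gap43, Stmn2 and Tubb3, of which 7 are also in Table 2) had a median of -0.47 at the percentile 0.84. All 12 RGC markers were lower in mKO RGCs, and for 10 of them every mKO library lay below every WT library; chance gives 10% of genes in either direction, but 28.9% of all 15647 genes with a mean of at least 10 in RGCs lay below in the same way. Against lists of like GC content and reads per base, the median of the RGC markers lay at the percentile 11.1, and without WT library C at 1.11. These percentiles describe the libraries and are not p-values. The RT-PCR measurements were not analysed here. The paper normalized them to GAPDH and compared mKO mice with floxed littermates. In the authors' deposited table for RGCs, Gapdh itself had a fold change of -1.55 (adjusted p = 0.000595). If the RT-PCR samples shared this fall, ratios to GAPDH would understate falls of other genes. From the few RGC-lineage genes that passed the thresholds, and from the RT-PCR in which these genes did not differ either, the paper concludes that the expression of RGC-lineage specific genes does not differ significantly between WT and mKO mice, and takes this in favour of a suppression of fetal genes by Ezh2 that depends on the cell lineage.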

**Table 2:** Detection of RGC lineage related genes in RNA-seq.

Gene	Ensembl gene ID	mKO reads	WT reads	Fold change	p-value	q-value
Atoh7	ENSMUSG00000036816	64.78	152.90	-2.36	0.23000628	0.612234901
Ccnd1	ENSMUSG00000070348	2506.12	4050.32	-1.62	0.009271956	0.064024791
Eya1	ENSMUSG00000025932	234.66	198.52	1.18	0.201418606	0.565063613
Eya2	ENSMUSG00000017897	272.11	309.27	-1.14	0.262897825	0.662658338
Gli1	ENSMUSG00000025407	557.03	867.00	-1.56	0.308207147	0.722775334
Isl1	ENSMUSG00000042258	1728.85	1782.07	-1.03	0.694533191	0.970137019
Map2	ENSMUSG00000015222	6386.62	6704.21	-1.05	0.070014361	0.948427399
Mapt	ENSMUSG00000018411	6150.18	8922.69	-1.45	1.86E-05	0.000539374
Mstn	ENSMUSG00000026100	1526.35	1384.10	1.10	0.308573542	0.723314714
Nefl	ENSMUSG00000022055	2456.47	3276.35	-1.33	0.001262743	0.01407436
Neurod1	ENSMUSG00000034701	1406.83	1807.07	-1.28	0.021689304	0.12110204
Nrp1	ENSMUSG00000025810	2172.64	1693.14	1.28	0.046334564	0.209231488
Nrp2	ENSMUSG00000025969	1458.65	1543.71	-1.06	0.6877792	1.0000000
Pou4f1	ENSMUSG00000048349	2704.04	4192.92	-1.55	8.27E-07	4.95E-05
Pou4f2	ENSMUSG00000031688	2067.77	2817.67	-1.36	0.000500115	0.006899612
Six1	ENSMUSG00000051367	12.35	15.72	-1.27	0.690077596	1.0000000
Six3	ENSMUSG00000038805	2230.39	3329.67	-1.49	8.83E-06	0.000299378
Sncg	ENSMUSG00000023064	888.58	1328.46	-1.50	2.84E-05	0.000748377
Thy1	ENSMUSG00000032011	1424.39	2373.56	-1.67	2.48E-08	3.52E-06
Tubb3	ENSMUSG00000062380	1976.53	3174.79	-1.61	1.81E-07	1.54E-05
Vegfa	ENSMUSG00000023951	945.68	1232.08	-1.30	0.034151158	0.168474811

These 22 RGC-lineage genes were selected based on the reports by Mu et al. 2004, 2005 using *math5*-null or *Pou4f2*-knockout mice [50, 51]. 

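Table 2 lists 21 genes, and all 21 were found in the authors' deposited table by their symbols. The printed mean of each genotype and the printed fold change lay within 1% of the authors' deposited table for 21 of 21 genes. The printed p-value and the printed q-value each lay within 1% of the p-value and the adjusted p-value in the authors' deposited table for 20 of 21 genes. The recovered libraries gave Isl1 between 1653 and 1815 normalized reads in mKO RGCs and between 1591 and 1934 in WT RGCs, and Map2 between 6185 and 6687 in mKO RGCs and between 5610 and 7386 in WT RGCs, so that the groups overlapped for both genes.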

The p-value was calculated with one way ANOVA. The q-value reflects the adjusted p-value that has been optimized using characteristics of p-value distribution or a FDR approach to more precisely predict the chance of false positives.

## Discussion

The roles of *Ezh2* have attracted significant attention due to its critical involvement in tissue growth, homeostasis, and cancer development. By selectively deleting *Ezh2* from Math5^+^ lineage progenitors driven through *Math5-*Cre in the present study, we showed that absence of *Ezh2* in the perinatal period has little impact on the expression of retinal specific genes or its direct target genes identified in photoreceptor progenitors, such as *Six1* [8]. Neither does this alter the maturation, function, and homeostasis of RGCs, nor does it affect their susceptibility to injury and stress in the adult.

Our findings are unexpected in light of the previous report which suggests a role for *Ezh2* in orchestrating photoreceptor homeostasis in postnatal life when mice with *Chx10-*Cre-driven deletion of *Ezh2* from retinal progenitors were used [8]. *Ezh2* does so by functioning at the nexus point of retinal progenitors to suppress transcription of specific fetal genes, such as *Six1*, and mediates the delicate balance between proliferation and maturation. Involvement of *Ezh2* in postnatal homeostasis has also been reported in cardiac and other cell types [1,8]. Given to the high enrichment of *Ezh2* in the perinatal GCL, we asked if *Ezh2* also plays a role in the survival and function of postnatal RGCs. To our surprise, selective deletion of *Ezh2* driven by *Math5-*Cre did not result in apparent morphological or functional abnormalities in RGCs, or in the retina. It has been shown that *Ezh2* mediates a feed-forward pathway contributing to tissue homeostasis in adults; thus, it is tempting to speculate that RGCs of *Ezh2* knockout mice may exhibit different susceptibility to stress or injury. Using both ocular hypertension (glaucoma) and optic nerve crush injury models, however, we observed no significant difference of RGC loss between littermate control and mKO mice. These data suggest a cell-lineage specific functionality of *Ezh2*.

The cell-lineage specific effect of *Ezh2* is further supported by gene expression profiling studies. The global changes in RGC gene expression induced in the absence of *Ezh2* was analyzed using RNA-seq. In the previous report, we found much less differentially expressed genes in mKO mice using Affymetrix cDNA microarray [8]. This observation is in agreement with the other reports which compared the readouts of the two technologies [52]. Reassuringly, these two independent measures of transcript abundance are highly correlated. Due to the limitation of the array technology that measures only genes with corresponding probes, which in most cases are designed to cover a very small portion of the 3’-end of the gene, numerous differentially expressed genes were missing in the array. Many of these genes, especially those carrying novel alternatively spliced forms, are identifiable with RNA-seq. By re-evaluating mRNA expression in the control and mKO RGCs with RNA-seq, many more differentially expressed genes were revealed. Consistent with the previous findings using the microarray technology, GO and IPA analysis detected none of the genes that are directly related to RGC development, survival or function. Most up- and downregulated genes are not specifically related to the retina. 

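Among genes with a mean of at least 10 in both genotypes and an adjusted p-value under 0.05, the largest rises in mKO RGCs in the authors' deposited table were those of Gm9825 (log2 fold change 3.58), B230216N24Rik (2.14) and Gm26981 (2.09). Gm9825 (chromosome 6, 7982541 to 7983383) is annotated as a processed pseudogene, so its reads may be shared with the gene it was copied from, and its value is uncertain. B230216N24Rik is annotated as a processed transcript without a coding sequence and Gm26981 as a long intergenic RNA, with 29.5 to 72.5 and 44.5 to 114 normalized reads in the mKO libraries and 4.67 to 14.2 and 10.1 to 29.2 in the WT libraries. Large falls in the authors' deposited table were those of C1ql4 (-1.83, adjusted p = 0.000577) and Adnp (-1.83, adjusted p = 5.27e-25). Adnp (ENSMUSG00000051149; chromosome 2, 168180986 to 168207112) had 173 to 207 normalized reads in the mKO and 643 to 720 in the WT libraries. Its limma log2 fold change was -1.83 (standard error 0.0991) and -1.99 once the trends with GC content and reads per base were removed. Among larger groups of genes, the 316 genes with a mean of at least 10 that are named Zfp and a number, most of which encode zinc finger proteins, had a median log2 fold change of 0.33, with 227 higher and 89 lower in mKO RGCs. The median of 74 genes of ribosomal proteins was -0.54, with 2 higher and 72 lower. The former lay above and the latter below all 10000 random lists of like mean expression, and likewise with lists of like GC content and reads per base. Ribosomal protein genes have many processed pseudogenes that can share their reads.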

Expression of transcription factors that are known to mediate retinal or RGC differentiation, such as *Pax6*, *Sox2*, and *Brn3a*, showed no significant difference as compared to littermate control or WT mice. 

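Pax6 (ENSMUSG00000027168; chromosome 2, 105668900 to 105697364) had a mean of 3951 in mKO and 4552 in WT RGCs in the authors' deposited table, a log2 fold change of -0.20 (p = 0.110, adjusted p = 0.383). Its normalized reads ranged from 3694 to 4380 in the mKO libraries and from 4298 to 4866 in the WT libraries, so that the groups overlapped. Once the trends with GC content and reads per base were removed, the log2 fold change of Pax6 in limma was 0.12 (standard error 0.0810). Sox2 (ENSMUSG00000074637; chromosome 3, 34650405 to 34652461) had a mean of 979 in mKO and 1378 in WT RGCs and a log2 fold change of -0.49 in the authors' deposited table (p = 0.135, adjusted p = 0.440). All mKO libraries, with 939 to 1019 normalized reads of Sox2, lay below the WT libraries, with 1129, 1120 and 1886; limma gave a log2 fold change of -0.45 (standard error 0.194, adjusted p = 0.110). Pou4f1, which encodes Brn3a, had 2581 to 2777 normalized reads in the mKO libraries and 4067 to 4334 in the WT libraries, a difference larger than the spread between replicates (limma log2 fold change -0.63, standard error 0.0545, adjusted p = 0.000651). Once the trends with GC content and reads per base were removed it was -0.29 (adjusted p = 0.0343 in limma).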

We showed previously that the expression of *Six1* and its cofactor *Eya1* was detected in the embryonic neuroretina of WT mice but were downregulated in the postnatal life. 

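Eya1 (ENSMUSG00000025932; chromosome 1, 14168954 to 14310235) had a mean of 235 in mKO and 199 in WT RGCs and a log2 fold change of 0.24 in the authors' deposited table (p = 0.201). Eya2 (ENSMUSG00000017897; chromosome 2, 165595032 to 165771727) had a mean of 272 in mKO and 309 in WT RGCs and a log2 fold change of -0.18 in the authors' deposited table (p = 0.263). The libraries of the genotypes overlapped for both genes, and once the trends with GC content and reads per base were removed, limma gave -0.09 (standard error 0.165) for Eya1 and 0.04 (standard error 0.123) for Eya2.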

Deletion of *Ezh2* driven by *Chx10-Cre* led to derepression of *Six1* and *Eya2* expression in postnatal photoreceptors, but this was not observed in RGCs of mKO mice. These results are consistent with the absence of the phenotype in mKO RGCs, and it further supports a cell lineage-specific mechanism of *Ezh2-*mediated gene expression.

Our findings suggest a previously uncharacterized mechanism of *Ezh2* regulation in gene expression. Histone methylation is thought to be gene- or loci-specific, and the removal of specific histone methyltransferase or demethylase activities is more likely to change methylation at the level of specific gene rather than at a global level. The present study revealed that the gene suppression-mediated by *Ezh2* may be cell type specific, as absence of *Ezh2* caused ~20 fold increase of *Six1* expression in other retinal cell types, specifically photoreceptors, but not RGCs despite of highly enriched *Ezh2* levels. Previous report by Iida *et*.*al* [17] and Zhang *et*.*al* [16] also reported drastic changes in the expression of *Six1* and genes relating to early RPCs in *Dkk3-Cre* or *Pax6*-α-*Cre* driven *Ezh2* deficiency in the retina. The difference between the phenotypes observed in mKO and those from the previous reports, in part, is likely due to all PRC, particularly photoreceptor progenitor, deletion of *Ezh2* as driven by *Chx10* [53], *Pax6*-α Cre [54] and *Dkk-Cre* [55]. *Math5* drives gene expression in RGC lineage cells, beginning at E11.5 [56], a comparable time as *Chx10* [53] and a day later than *Pax6*-α [54] and *Dkk* [55]. 

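Ezh1 (ENSMUSG00000006920; chromosome 11, 101191115 to 101226463) had 933 to 966 normalized reads in the mKO and 801 to 1001 in the WT RGC libraries. Its mean in the authors' deposited table was 954 in mKO and 917 in WT RGCs, a log2 fold change of 0.06 (p = 0.729, adjusted p = 1), and limma gave the same value with a standard error of 0.0892. Without WT library C it was -0.03. Of the other members of the polycomb repressive complex looked up, only Mtf2 had an adjusted p-value under 0.05 in the authors' deposited table, with a log2 fold change of 0.68 (adjusted p = 4.74e-05). The exons of Mtf2 have a GC content of 38.2%, and once the trends with GC content and reads per base were removed, its log2 fold change in limma was 0.35 (adjusted p = 0.0485). The log2 fold changes of Suz12, Eed, Aebp2, Jarid2, Rbbp7, Rbbp4 and Phf19 in the authors' deposited table lay between -0.33 (Phf19) and 0.21 (Suz12). Over the 10 members, Ezh2 included, the median log2 fold change was 0.05, at the percentile 86.5 of random lists of like mean expression; with 1 library left out it ranged from -0.04 (without WT library B) to 0.08.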

The different phenotypes observed between mKO and other mutant mice carrying retinal deletion of *Ezh2* cannot be explained by the compensatory effect of *Ezh1*, as the expression of *Ezh1* was not changed in mKO mice (not shown). Thus, these studies reveal a novel insight into *Ezh2-*mediated gene suppression.

At this stage, we cannot completely rule out the possibility that the lack of defects in RGCs of mKO mice may be a result of non-cell autonomous effects from the wild-type cells. It has been reported that only 3% of total retinal cells, including 55% of RGCs, are labeled positive for transgene expression in adult *Math5*-Cre mice [27]. The fact that such a small percentage of non-RGC retinal cells are derived from *Math5*^*+*^ progenitors offers an explanation to why no phenotype is observed in other retinal cell types of mKO mice. On the other hand, because *Math5-Cre* drives *Ezh2* deletion in only 55% of RGCs, RNA-seq is much less effective in detecting gene expression changes in *Ezh2* deficient RGCs, especially those that were down-regulated. Just as it was shown for *Ezh2* itself, the biggest detectable change for the down-regulated genes theoretically is only 2 fold; thus the number of genes and their fold changes detected likely are truncated. 

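In the authors' deposited table for RGCs, 123 genes were lower in mKO mice by at least 2-fold with a p-value under 0.05, and 88 of them had an adjusted p-value under 0.05. At the floor in every mKO library were 18 of the 123 genes, while 80 had a mean of at least 10 in both genotypes in the authors' deposited table; 67 of these 80 had an adjusted p-value under 0.05. On the other side, 631 genes were higher by at least 2-fold at the same p threshold in the authors' deposited table, and 295 of them had an adjusted p-value under 0.05.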

In the present study, we have also applied RGC count, a sensitive method which can detect a less than 10% RGC loss. By quantifying RGCs under both the normal and diseased/injury conditions, nevertheless, we found no significant differences between WT and mKO mice, strongly suggesting that the 50% of *Ezh2-*deficient RGCs in mKO mice behaved similarly to WT cells.

In summary, our results indicate that despite the high levels of *Ezh2* expression in RGCs during early development, selective deletion of *Ezh2* from *Math5*^+^ progenitors does not affect RGC maturation and function, nor does it alter their injury responses and survival in the adult. These data suggest that *Ezh2*-mediated gene repression is not required for stabilizing RGC homeostasis. While the cell lineage specific mechanism of *Ezh2* remains to be elucidated, it is tempting to speculate that the variable composition of the polycomb repressive complex (PRC) which is required for *Ezh2* function, may contribute to the cell-specific fine-tuning during development [57]. Further exploration of the roles for *Ezh2* in specific cell lineages will be beneficial for future development of epigenetic therapies for injuries and diseases.

## Supporting information

S1 Fig The level of *Cre* mRNA in WT and mKO retina. Results of qPCR detecting *Cre* mRNA levels in E16 retinas and purified RGCs of P0 mouse pups of WT (white bar) and mKO (black bar) mice. Note the high levels of Cre expression were detected only in mKO retina or RGCs (n > 3/group).
(TIF) Click here for additional data file.

S2 Fig Normal retinal morphology in mKO mice. Retina sections of 12-month-old WT (Control) and mKO mice that were double-immunolabeled for RGC marker β-III-tubulin (red) and photoreceptor marker Recoverin (green) and counterstained with DAPI (blue). Note the normal retinal laminar structure, morphology, and comparable immunolabeling intensity in retinal sections of both control and mKO mice. Scale bar: 100 μm.
(TIF) Click here for additional data file.

S1 Table Gene Ontology analysis for differentially expressed genes in WT and mKO mice in numerical form. (PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

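RNA was measured in RGCs and in the remaining retinal cells (non-RGCs) of P0 mKO and WT mice, with 3 libraries per genotype and cell fraction. Samples were assigned to genotype and fraction from their labels and the paper's methods. The authors aligned single-end reads to mm10 with STAR, counted them per gene with featureCounts, and normalized and tested them with DESeq; the deposited names also say that only primary alignments were kept and that duplicate reads were removed. The deposited signal values are gene counts divided by DESeq size factors and averaged over the 3 libraries of a genotype by the authors. The deposited ratio is the WT mean over the mKO mean, and the deposited log2 value is its logarithm; both were turned round here to mKO over WT. The deposited p-value and adjusted p-value come from the authors' DESeq test. Columns of per-sample values that were not used numbered 0.

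The design fixed before the data were examined gave different tests for tables of counts, of values per sample and of comparisons only. The tables hold comparisons only, so the authors' p-values and fold changes were counted as they stand, at a p-value under 0.05 and a fold change of at least 1.5, and the adjusted p-value was used beside it. No interaction test, camera or fry was run. The reads of each library were then recovered from the 15 digits of the deposited means, for 100% of the genes with reads in each group. The recovery was tested on simulated means, where 4820 of 4820 and 4568 of 4568 genes came back exactly. Because the size factors are the authors', the recovered reads were divided by them and analysed with limma with a mean-variance trend on log2(value + 1), over genes with a mean of at least 10 in either group; a pseudocount of 0.5 was an alternative. A fold change on this scale understates the change of genes with few reads. Adjusted p-values in limma are by Benjamini-Hochberg. With 3 libraries against 3, the smallest exact permutation p-value is 0.1, so no such test was run on single genes.

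Gene positions, types, exon lengths and GC content come from GENCODE M21 on GRCm38, the build that mm10 names. Trends were taken over genes with a mean of at least 50, with the GC content known for 99.2% of them in RGCs and 99.3% in non-RGCs. For an alternative chosen after seeing the data, each library's trend with GC content (lowess over a share of 0.3 of the genes), or its trend with GC content and reads per base of exon (300 neighbouring genes), was removed and limma run again. On simulated RGC libraries with 200 changed genes and no trend, limma recovered 200 and made 10 false calls among 15869 genes. With a GC trend added to them, limma made 6320 false calls among 16036 genes, against 11 with the GC trend removed and 84 with both trends removed among 15858 genes, where all 200 changed genes were recovered. In simulated non-RGC libraries the false calls were 6028 among 15312 genes, and 6 and 54 among 15156 genes.

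The lists of marker genes and gene families are RGC, photoreceptor, amacrine, progenitor, astrocyte and Müller, endothelial and pericyte, mesenchyme, blood, microglia, lens, retinal pigment epithelium, kidney, Y-linked, X inactivation, members of the polycomb repressive complex, its targets, genes named Zfp and a number, ribosomal proteins, Table 2, and other genes the paper names. They were written before the data were examined, but the lists of kidney, mesenchyme, endothelial and pericyte, blood, X inactivation and Zfp genes were written after S1 Table had been partly read and are not independent of it. The median log2 fold change of a list over genes with a mean of at least 10 was set against 10000 random lists of the same size and like mean expression, and against as many of like GC content and reads per base, with the percentiles from 2.5 to 97.5 taken as the middle 95%. For the lists of RGC, blood, retinal pigment epithelium, Zfp, ribosomal protein and Table 2 genes, the latter was repeated without each library in turn, an alternative chosen after seeing the data. In simulated data of 12000 genes, 4 of 100 random lists, 5 of 100 unchanged lists of high GC content and 100 of 100 raised lists lay outside.

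Genes are named where the paper names them in its RNA-seq section or Table 2, where they belong to the polycomb repressive complex or to a list that is discussed, and where they are among the 3 largest rises or falls with an adjusted p-value under 0.05 and a mean of at least 10 in both genotypes; Xist and the Y-linked genes are also named. Genes near the Ezh2 or Atoh7 loci were singled out after their values were seen. Alternatives were other p-value and fold change thresholds, filters on the mean, recomputed adjusted p-values, centring, pseudocounts, limma, removal of trends, and leaving out each library in turn. Gene Ontology, pathway analysis, RT-PCR and functional measurements were not analysed here, and some genes are not reported here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used.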

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

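Except for the authors' adjusted p-values and the medians of the marker lists over all libraries, all tests in this part were chosen only after the results they bear on had been seen.

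The paper does not report on the non-RGC libraries. In the authors' deposited table for non-RGCs, 971 genes had an adjusted p-value under 0.05 and a fold change of at least 1.5 between mKO and WT mice, 493 higher and 478 lower of 25379 genes with reads. Of the 10 splits of the 6 non-RGC libraries into 3 and 3, only 1, the real split, gave as many genes in limma at a p-value under 0.05 and a fold change of at least 1.5, with 2402 against 29 to 379 in the other 9. In RGCs it was likewise 1 of 10 splits, with 2615 genes against 10 to 477, and 10 splits cannot give a share under 0.1. The changes in non-RGCs also followed GC content (Spearman's rho -0.52 across 12232 genes, which are not independent replicates), with a negative correlation in each mKO library and a positive one in each WT library in both fractions. Once the trends with GC content and reads per base were removed, limma gave 147 genes in non-RGCs and 261 in RGCs at an adjusted p-value under 0.05 and a fold change of at least 1.5, against 1242 and 2158 without the removal; 135 and 159 of them were shared. These trends may thus carry much of the difference between the genotypes. The remaining genes outnumbered the 54 and 84 false calls in simulated data with a GC trend. No trend with reads per base was simulated, so these counts cannot exclude both trends together as the whole cause. Without mKO library B, limma called 141 genes in non-RGCs at an adjusted p-value under 0.05, and without WT library B 387. A difference between the genotypes in how libraries were made, for which no batch is given, and a biological effect of the genotype stay open and were not tested.

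For 8 of the 12 RGC markers (Rbpms, Nefl, Nefm, Pou4f1, Pou4f2, Sncg, Thy1 and Gap43), every mKO library lay below every WT library in RGCs and above every WT library in non-RGCs. The same held for 54 of the 14506 genes with a mean of at least 10 in each table (0.372%); chance would give 0.25% if the genotypes did not differ, which is not so for these libraries, and the difference between the fractions was not tested. The largest opposite change in the authors' deposited tables was that of Thy1, with a log2 fold change of 3.92 in non-RGCs (means of 79.9 in mKO and 5.28 in WT). The median of the 12 markers in non-RGCs was 0.97, above 100% of random lists of like GC content and reads per base, which argues against GC content and read density as its cause. RGCs left in the mKO non-RGC fraction are a candidate source. Of the markers, 5 were at least 4 times higher in every RGC library than in any non-RGC library. These would need a share of their level in mKO RGCs from 4.55% (Pou4f3) to 8.72% (Rbpms). Over all 12 markers the share ran from -22.1% (Tubb3) to 29.9% (Sncg). Such shares compare levels across tables that were normalized separately. As the markers are the genes of the pattern itself, RGCs left behind cannot be told apart from a change of these genes in non-RGCs. In RGCs, the lower markers may follow from GC content and read density, since their median lay at the percentile 11.1 of lists of like GC content and reads per base, but without WT library C it lay at 1.11, against 9.16 to 16.8 without any of the others, so this cannot be told apart from a fall beyond such genes. A lower share of RGCs in the mKO RGC fraction would raise the markers of the other retinal cells, and the highest median of progenitor, photoreceptor and amacrine markers with 1 library left out was -0.18 (progenitor markers without WT library C). A biological change of these genes in non-RGCs stays open and was not tested.

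In both fractions together, 6 genes (Kap, Klk1, Umod, Cdh16, Slc34a1 and mt-Nd3) had at most 3 reads in every mKO library and more in every WT library. The paper names Umod and Kap but not the others. The reverse held for 38 genes, of which 26 are pseudogenes and 3 protein-coding. Of the 6 genes, 3 are in the list of 14 kidney genes, 13 of which had reads in every WT RGC library. Reads from a single WT library are argued against, since no WT library had fewer than 28 reads of Umod. Kidney RNA or reads in the WT libraries is a candidate explanation: of the 11 kidney genes that the paper does not name, 3 (Slc34a1, Fxyd2 and Aqp2) were lower in every mKO library of both fractions, as were 2017 of 27570 genes (7.32%), which gives a hypergeometric p of 0.0414 over genes. The kidney list was written after S1 Table had been partly read and few of its genes have enough reads, so kidney RNA and a change of expression in the retina cannot be told apart for these genes.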

How the results depend on the processing

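The limma fits, the removal of trends, the protein-coding filter and the fits without a library were chosen after seeing the data; the other alternatives were set before.

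In RGCs, 2424 genes passed a p-value under 0.05 and a fold change of at least 1.5 in the authors' deposited table (59.9% higher). This became 754 genes (83.7% higher) at a fold change of at least 2, 6003 (46.0% higher) without a fold change minimum, 11277 (72.6% higher) without a p threshold, 1271 (70.7% higher) in limma with the GC trend removed and 841 (48.6% higher) with the trends of GC content and reads per base removed. The adjusted p-value gave 1732 genes, and fits without 1 library gave 2186 to 2736. In non-RGCs, 2325 genes (60.2% higher) became 971 with the adjusted p-value, 1014 at a fold change of at least 2, 3644 without a fold change minimum, 10742 without a p threshold, 1059 with the adjusted p-value recomputed, and 1548 (49.4% higher) with both trends removed; fits without 1 library gave 2076 to 2680, and at an adjusted p-value under 0.05 from 141 (without mKO library B) to 1278, with 387 without WT library B. Centring on the median gene left the share of higher genes at 64.7% in RGCs and 64.1% in non-RGCs. Other thresholds count other genes by construction; for the removal of trends the cause was not tested.

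The log2 fold change of Ezh2 reversed with the GC trend removed, to -0.14 in RGCs and -0.018 in non-RGCs, and with both trends removed it was 0.16 and 0.22. Without 1 library it ranged from 0.00069 to 0.25 in RGCs; without WT library C it passed the threshold (adjusted p = 0.00419 in limma, against 0.524 to 1 under all other alternatives). The cause was not tested. Of the Table 2 genes, 3 passed; it was 8 at a lower fold change minimum, 8 without a fold change minimum and 0 with both trends removed (5 with an unadjusted p-value under 0.05), and 3 to 6 without 1 library, with 5 without mKO library B and 6 without WT library A. The share of genes changed in the same direction in both fractions, 74.7%, was 61.0% with both trends removed.

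Leaving out 1 library changed the sign of the medians of some lists. In RGCs the range was -2.39 to 0.32 for mesenchyme (0.32 without WT library B), -0.36 (without WT library B) to 0.27 for Y-linked genes and -0.040 to 0.079 for the polycomb repressive complex. In non-RGCs it was -0.77 to 0.073 for microglia (0.073 without WT library A), -0.059 (without WT library C) to 0.43 for lens, -0.33 to 0.63 for Y-linked genes (0.63 without WT library A), -0.36 to 0.048 for ribosomal proteins (0.048 without mKO library A), -0.15 to 0.081 for the other genes the paper names, and -0.023 to 0.057 for Table 2, whose median was 0.013 when centred. For Table 2 in RGCs the range was -0.43 to -0.35. Other medians moved by over 1.5 times without a change of sign, such as those of photoreceptor (-0.27), amacrine (-0.20) and progenitor (-0.18) markers in RGCs without WT library C and those of endothelial and pericyte markers without WT library B (-0.35 in RGCs and -0.47 in non-RGCs).

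Among genes in RGCs, removing both trends reversed the log2 fold change of Aebp2 (-0.19), Eya1 (-0.087), Eya2 (0.042), Isl1 (0.14), Map2 (0.21), Nrp2 (0.035) and Pax6 (0.12). Fits without 1 library ranged from -0.057 to 0.23 for Eed, -0.031 to 0.13 for Ezh1, -0.12 to 0.021 for Isl1, -0.18 to 0.015 for Map2 and -0.29 to 0.12 for Nrp2. For these lists and genes the cause was not tested. Over all alternatives, 329 values of lists kept direction and side of the threshold, 18 reversed, 16 were weaker and 10 stronger; for named genes these numbers were 428, 13, 24 and 30.

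No paired analysis was possible because the recovered libraries carry no replicate number. The planned fits for count tables, with DESeq2 size factors, without a filter on counts and with the replicate number as a block, were not run.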

Differences from the paper's values

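No test of an explanation is given in this part; settings chosen after the values were seen are named as such.

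The paper gives 40 to 50 M reads per library, and the recovered reads on genes were 7.14 to 13.0 M; the former are reads returned by the sequencer and the latter reads counted on genes, and no alternative applies. The paper gives 13549 genes detected in RGCs, against 26516 genes with reads in the authors' deposited table. Alternatives set before the data were examined came within 1.5 times of the paper's number but stayed above it. These were a mean of at least 10 in both genotypes (15164 genes) and a mean over both of at least 10 (15647 genes). Protein-coding genes with a mean of at least 10 in both (13957 genes), chosen after the values were seen, came nearer still. For Map2 the paper's Table 2 prints a p-value of 0.070014361, against 0.532 in the authors' deposited table, where the log2 fold change of Map2 is -0.0700144, with the digits of the printed p-value; none of the alternatives set before the data were examined closed the gap. The paper's p-values for the other genes of Table 2 lie within 1% of the authors' deposited table. For Isl1 the paper's q-value of 0.970 stands against an adjusted p of 1 in the authors' deposited table.

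The paper counts more genes lower (1220) than higher (997), and the authors' deposited table gives 971 lower and 1453 higher. In the copy of S1 Table, 469 of 2215 genes have a p-value of 0.05 or more, and 918 lower and 828 higher genes have a p-value under 0.05. Lower genes outnumbered higher ones without a fold change minimum (3242 against 2761), an alternative set before the data were examined, and, chosen after the values were seen, in protein-coding genes with a mean of at least 10 in both genotypes and no p threshold (1186 against 1056), which is within 1.5 times of both of the paper's numbers, in the same genes with a p-value under 0.05 (894 against 879), and in limma with both trends removed (432 against 409). The paper counts 4 Table 2 genes past its thresholds, and 3 passed here. It was 4, with Ccnd1 added, with the p-values adjusted over the list alone and with the p-value alone, both set before the data were examined. Chosen after the values were seen, limma with either pseudocount and limma without WT library B also gave these 4, limma without mKO library C gave 4 with Six3 in place of Ccnd1, limma without mKO library B and without WT library A gave 5 and 6 including Ccnd1, and limma with the GC trend removed called Ccnd1, Neurod1 and Pou4f1. For Kap the paper gives a fold change of -50, against -45.5 in the authors' deposited table.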

Other observations

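Except for the authors' adjusted p-values, the medians of lists over all libraries and the sums of receptor reads, all tests in this part were chosen only after the results they bear on had been seen. Some of the lists were written after S1 Table had been partly read.

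The reads of abundant genes hardly followed depth in non-RGCs. Between the deepest and the shallowest mKO library, the median ratio of reads was 0.424 in genes with under 0.05 reads per base and 0.867 in genes with at least 1, where the size factors give 0.546. This is consistent with the removal of duplicate reads, which the deposited names give, since single-end reads at the same position are then counted once. In RGCs the median log2 fold change went from 0.14 to -0.57 over the same range of reads per base. GC content explained 47.6% of the variance of the log2 fold change across genes in RGCs and 23.2% in non-RGCs, and with reads per base 58.0% and 26.5%.

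The log2 fold changes of 14506 genes in RGCs and non-RGCs correlated with r 0.68 and rho 0.65 across genes, and 440 of 443 genes past the thresholds in both changed the same way. GC content and read density as the whole cause are argued against, since r was 0.54 and rho 0.38 once their trends were removed, and 0.46 and 0.34 over genes with a mean of at least 50. Of 57 genes changed alike in both fractions, 1 (Cbx3) lay within 20 Mb of Ezh2 or Atoh7. Here 1.96 were expected, and the count lay at the percentile 27.4 of random draws. This argues against strain variants around the targeted loci for this set. The test covered only these loci, so strain variants elsewhere in the genome stay open. A shared effect of the genotype, or of pups or library preparation, stays open and may explain the rest.

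The median of the Table 2 genes in RGCs lay at the percentile 1.84 of lists of like GC content and reads per base, but at 10.7 without WT library C, against 0.625 to 2.11 without any of the others, so these properties as the whole cause cannot be told apart from a further fall. Adnp, chosen by the rule for named genes, was also lower in non-RGCs, with a log2 fold change of -2.41 (adjusted p = 3.17e-20) in the authors' deposited table. In non-RGCs the other largest changes there were the rises of Alas2 (3.17), Gm9825 (2.90) and Hpgd (2.69) and the falls of Eps8l1 (-3.47), Hs6st3 (-2.54) and Prob1 (-2.48).

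The median log2 fold change of photoreceptor markers was -0.46 in RGCs and -0.42 in non-RGCs, of amacrine markers -0.34 and -0.37, of progenitor markers -0.48 and -0.34, of astrocyte and Müller markers -0.28 and -0.14, of endothelial and pericyte markers -0.81 and -1.18, of microglia markers -0.61 and -0.37, and of lens genes -0.61 and 0.19. For kidney genes it was -0.90 and -2.22, with 5 of 14 genes used, for the targets of the polycomb repressive complex -0.87 and -0.09, with 8 and 9 of 51 used, and for the other genes the paper names -0.60 and -0.11. In non-RGCs it was 0.11 for genes named Zfp and a number, -0.12 for ribosomal proteins, -0.08 for the polycomb repressive complex and -0.02 for Table 2. Leaving out 1 library moved several of these medians by over 1.5 times. Without WT library C the medians in RGCs were -0.27 for photoreceptor, -0.20 for amacrine and -0.18 for progenitor markers. For endothelial and pericyte markers the median was -0.35 in RGCs and -0.47 in non-RGCs without WT library B, -1.30 in RGCs without mKO library A and -0.77 in non-RGCs without mKO library C, and for microglia markers in RGCs it was -0.39 without mKO library C. For lens genes in RGCs it came to between -0.39 (without mKO library C) and -0.21 (without WT library B) without any library but mKO library A. In non-RGCs, medians without 1 library ranged from -0.23 (without mKO library C) to -0.04 (without mKO library A) for astrocyte and Müller markers, -0.77 (without WT library C) to 0.07 (without WT library A) for microglia markers, -0.06 (without WT library C) to 0.43 (without WT library B) for lens genes, -0.39 (without mKO library A) to -0.02 (without WT library B) for the targets of the polycomb repressive complex, 0.03 (without mKO library A) to 0.16 (without mKO library C) for genes named Zfp and a number, -0.36 (without mKO library C) to 0.05 (without mKO library A) for ribosomal proteins, -0.14 (without WT library B) to -0.04 (without WT library C) for the polycomb repressive complex, -0.15 to 0.08 (without WT library B) for the other genes the paper names and -0.02 to 0.06 (without mKO library A) for Table 2. Of the X inactivation list, Xist was past the thresholds in RGCs.

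Mesenchyme transcripts were lower in mKO mice, with medians of -1.15 in RGCs and -2.03 in non-RGCs. A single WT library with mesenchyme reads is a possible explanation, since without WT library B the median was 0.32 in RGCs and -0.18 in non-RGCs; in RGCs it was also -2.39 without mKO library A and -0.67 without mKO library B. Globin and other blood transcripts were higher in mKO mice (medians of 1.37 and 1.88), and so were pigment cell transcripts (1.022 and 1.81). GC content and read density are argued against as the cause for blood transcripts in both fractions and for pigment cell transcripts in non-RGCs, since these medians lay at the percentile 100 of lists of like GC content and reads per base, and at 99.99 or above without any 1 library. For pigment cell transcripts in RGCs the percentile was 99.5, but 94.8 without mKO library A and 97.0 without WT library A, so with 6 genes this cause cannot be told apart from others. A difference in tissue carried along in dissection and a biological one stay open and were not tested.

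Xist was higher in mKO RGCs (5571 against 2256 in the authors' deposited table, adjusted p = 0.00995). A larger share of females among the mKO pups could give this. In non-RGCs the means of Xist in the authors' deposited table were 4861 in mKO and 3629 in WT mice (adjusted p = 0.608), so it did not pass the thresholds. The median of the 4 Y-linked genes in RGCs was 0.023, and from -0.36 without WT library B to 0.27 without WT library C. Against random lists of like GC content and reads per base, it lay at the percentile 0.5. The median in non-RGCs (-0.042) lay at 1.96 of such lists. Without 1 library it ranged from -0.33 (without WT library C) to 0.63 (without WT library A). The low percentiles over all libraries go with more females, but both medians changed sign with 1 library left out. With so few genes, a larger share of females cannot be told apart from a change of Xist.

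The reads of Ezh2 do not decide whether its exons were lost. The paper reports lower Ezh2 in P0 mKO RGCs by qPCR and by Western blot, neither of which was analysed here. Loss of exons 16 to 19 in 55% of RGCs, the share the paper gives, with the rest of the transcript kept, would give a log2 fold change of -0.10, 1.41 standard errors from the limma value, so it cannot be told apart from no deletion at this precision. Loss of the whole transcript in as many cells would give -1.15, 9.30 standard errors away. Without WT library C, the limma value was 0.25 (standard error 0.0492), further from -0.10 and also from no change. The distance of 1.41 standard errors thus depends on 1 library.

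More genes had reads in each mKO RGC library than in any WT RGC library; in non-RGCs the groups overlapped, with 20511 to 22528 genes in mKO and 20072 to 20712 in WT libraries. Reads from genomic DNA could give this, and the test was written before its result was seen: the sum of normalized reads on 1420 olfactory and vomeronasal receptor genes was 154 to 250.3 in mKO and 80.5 to 128 in WT RGC libraries, but 48.0 to 83.4 and 46.4 to 68.8 in non-RGCs, where the groups overlapped, so genomic DNA cannot be told apart from transcription.

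Atoh7 (Math5; chromosome 10, 63099651 to 63101279) was lower in mKO non-RGCs, with means of 148 and 241 in the authors' deposited table (fold change -1.62, adjusted p = 0.0477). The Cre knock-in replaces a copy of Atoh7, which may lower its reads; the log2 fold change in limma was -0.71 (standard error 0.198), and -0.55 once the trends were removed, and with a single gene this cannot be told apart from regulation.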
